# Cavin1; a Regulator of Lung Function and Macrophage Phenotype

**DOI:** 10.1371/journal.pone.0062045

**Published:** 2013-04-25

**Authors:** Praveen Govender, Freddy Romero, Dilip Shah, Jesus Paez, Shi-Ying Ding, Libin Liu, Adam Gower, Elizabeth Baez, Sherif Shawky Aly, Paul Pilch, Ross Summer

## Abstract

Caveolae are cell membrane invaginations that are highly abundant in adipose tissue, endothelial cells and the lung. The formation of caveolae is dependent on the expression of various structural proteins that serve as scaffolding for these membrane invaginations. Cavin1 is a newly identified structural protein whose deficiency in mice leads to loss of caveolae formation and to development of a lipodystrophic phenotype. In this study, we sought to investigate the functional role of Cavin1 in the lung. Cavin1 deficient mice possessed dramatically altered distal lung morphology and exhibited significant physiological alterations, notably, increased lung elastance. The changes in distal lung architecture were associated with hypercellularity and the accumulation of lung macrophages. The increases in lung macrophages occurred without changes to circulating numbers of mononuclear cells and without evidence for increased proliferation. However, the increases in lung macrophages were associated with higher levels of macrophage chemotactic factors CXCL2 and CCL2 in BAL fluid from Cavin1−/− mice suggesting a possible mechanism by which these cells accumulate. In addition, lung macrophages from Cavin1−/− mice were larger and displayed measurable differences in gene expression when compared to macrophages from wild-type mice. Interestingly, macrophages were also increased in adipose tissue but not in liver, kidney or skeletal muscle from Cavin1−/− mice, and similar tissue specificity for macrophage accumulation was observed in lungs and adipose tissue from Caveolin1−/− mice. In conclusion, this study demonstrates an important role for Cavin1 in lung homeostasis and suggests that caveolae structural proteins are necessary for regulating macrophage number and phenotype in the lung.

## Introduction

The branched structure of the lung, culminating in alveolae, provides the large surface area needed for efficient gas exchange in this tissue. The maximization of the area involved in gas exchange extends to the cellular level, in that type I epithelial cells and endothelial cells are highly enriched in cell surface invaginations, resulting in a functional enhancement of cell surface capacity [1]. These surface invaginations, also called caveolae, are not exclusive to the lung. Most notably, caveolae are found in the highest concentrations in adipose tissue, and are present in many other tissues at lower levels [2]. The importance of caveolae in these tissues is related less to their role in increasing surface area and more to their ability to regulate diverse biological processes such as glucose and lipid homeostasis, clathrin-independent pinocytosis, and a wide-range of intracellular trafficking and signaling events.

The formation of caveolae is dependent on the production of various structural proteins that serve as scaffolding for these membrane invaginations. Genetic mutations in select structural proteins lead to the absence of caveolae formation and development of complex pathological phenotypes [3]–[7]. The most recognized abnormalities associated with deficiency in these proteins are metabolic derangements, and in mice and humans, these include hyperglycemia, insulin resistance and lipodystrophy [8]–[11]. However, it is also increasingly apparent from knockout studies that caveolae carry out many other important functions separate from their role in regulating metabolism [2], [12].

In particular, caveolae have been shown to play a critical role in orchestrating lung homeostasis. For example, targeted deletion of either caveolin 1 or 2 proteins leads to a wide range of lung abnormalities, including increased deposition of extracellular matrix, dysregulated cell growth and proliferation, and impaired pulmonary vascular function [3], [4]. Although the mechanisms leading to these diverse changes are poorly understood, changes to epithelial, endothelial and fibroblast function are well-documented.

Recently, a new group of caveolar structural proteins, the cavins, have been identified. This family of proteins, like the caveolins, is essential for the biogenesis and function of caveolae [13]. Included in this family is a 43-kDa cytoplasmic protein known as PTRF (Polymerase I and Transcript Release Factor) or Cavin1 (also known in past as Cav-P60) [14]–[17]. Like the caveolins, Cavin1 is highly expressed in multiple tissues, including the lung, but murine knockout studies have described only lipodystrophic phenotypes [9]. Based on this limited knowledge of Cavin1, the focus of this investigation was to understand the functional role of this newly recognized caveolar protein in lung homeostasis.

## Materials and Methods

### Ethics Statement

All experiments were carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and study protocols were approved by Boston University’s Institutional Animal Care and Use Committee (IACUC number AN-14683).

### Mice

Studies were performed on 2-month-old female mice. Cavin1 knockout (Cavin1−/−) mice on a C57Bl/6 background were generated as previously described [9]. Cavin1−/− mice and controls were obtained by breeding Cavin1+/−. Cavin1−/+ mice yield small litters but surviving pups, like Cavin1−/− mice, behave normally and have normal life expectancies when followed to 1 year. We have previously reported that adult Cavin1−/− mice are leaner when compared to their litter mate controls [9]. Caveolin-1 knockout (Cav1−/−) mice and age-matched controls were purchased from The Jackson Laboratory (Bar Harbor, ME).

### Lung Physiology Measurements

In an anesthetized mouse, an 18G tracheal cannula was inserted into a surgically exposed trachea and ligated tightly. The mouse was then placed on the FlexiVent mechanical ventilator (Scireq Scientific Respiratory Equipment, Montreal, Quebec), and ventilated at 300 breaths/min with positive-end expiratory pressure set at 3 cmH_2_O. Baseline measurement of airway resistance and lung elastance was measured as previously described [18].

### Western Blot Analysis

Western blot was performed using 20 µg of protein isolated from homogenized lung tissue or macrophage cell lines (MH-S or RAW 264.7 cells). Protein samples were separated by SDS-PAGE and electrophoretically transferred to polyvinylidene difluoride (PVDF) membranes. Membranes were incubated in phosphate-buffered saline with 0.1% Tween 20 containing 10% nonfat dry milk for 1 h at room temperature, followed by incubation with primary rabbit antibody directed against murine Cavin1 (21^st^ Century Biochemicals; Marlboro, MA), CD45 (Abcam, Cambridge, MA), GM-CSF (Abcam, Cambridge, MA) or β-actin (Cell Signaling Technology; Beverly, MA). Horseradish peroxidase-conjugated secondary antibodies (Sigma-Aldrich; St Louis, MO) and an enhanced chemiluminescence (ECL) substrate kit (PerkinElmer Life Sciences, Waltham, MA) were used for detection.

### Immunohistochemistry

Formalin-fixed tissues were prepared for frozen or paraffin sectioning using standard techniques. For paraffin-embedded tissues, wax was removed by solvents (Histo-Clear; National Diagnostics, Atlanta, GA) and tissues were re-hydrated in graded alcohols prior to antibody staining. For some antibodies, antigen retrieval was required using a heated citric acid solution (Target Retrieval Solution; Dako, Carpinteria, CA). For all sections, hydrogen peroxide in methanol (3%, 15 min, 22°C) was used to quench endogenous peroxidases and background staining was reduced by blocking with 2% BSA. Primary antibodies used in these studies included rabbit polyclonal anti-Cavin1 (21^st^ Century Biochemicals; Marlboro, MA), rat anti-mouse CD45 (BD Biosciences no. 550539), rat anti-mouse Mac-3 (BD Biosciences no. 550292), biotinylated rat anti-mouse NK1.1 (BioLegend clone PK136), biotinylated rat anti-mouse B-220 (BD Biosciences no. 553086), biotinylated rat anti-mouse CD-3 (BioLegend no. 100303), or purified rat anti-mouse GR-1 (R&D systems no. MAB1037). All primary antibodies were diluted in ranges from 1∶100 to 1∶500 and applied for 1 hour at RT. Biotinylated antibodies were detected using an ABC kit (Vector Laboratories) followed by addition of 3,39-diaminobenzadine. Cavin1, CD-45, NK 1.1, Mac-3, and GR-1 were detected using an anti-rabbit (Cavin1) or anti-rat secondary antibody kit (Vector Laboratories Burlingame, CA) before exposure to 3,39-diaminobenzadine. PCNA (Invitrogen Grand Island, NY) and TUNEL (R&D Systems Minneapolis, MN) staining were performed using kits according to manufacturer’s protocol.

### Tissue Morphometry

Quantification of leukocytes was performed after antibody staining in tissue sections. Evaluation was performed by two independent investigators, one of who was blinded to the study group. Mac3, CD4, NK1.1, B220 and Gr-1+ cells were quantified in three histological sections from each mouse. Because of structural changes in lungs of Cavin1−/− mice, the quantification of Mac3+ cells was performed by two methods. First, we calculated the number of cells per high power field. Second, we evaluated the number of Mac3+ cells per alveolus. For the latter analysis, 300 alveoli were counted per mouse in each group.

### Lung DNA Content and Wet-to-dry Ratios

DNA content and lung wet-to-dry ratios were determined per published protocols [19], [20].

### ELISA

Thermo Scientific Nunc Maxisorp plates were coated with primary antibody against CCL2 or CX3CL1 (R&D Systems Minneapolis, MN) overnight at RT and then washed with PBS and 0.5% Tween 20. Plates were blocked with 1% BSA in PBS for 1 h, followed by addition of samples for 2 h incubation at RT. After washing, biotinylated secondary antibody was applied for 2 h, followed by streptavidin-HRP conjugate diluted at 1∶200 with the blocking reagent. Reaction was measured using endpoint spectrometry after being developed with 0.01% tetramethylbenzidine dissolved in DMSO and 0.5% hydrogen peroxide.

### Real-time Quantitative PCR

RNA was isolated from homogenized lungs using RNeasy Plus Mini kit (Qiagen; Valencia, CA). Real-time quantitative PCR was performed on cDNA converted from isolated RNA using the Reverse Transcription System kit (Promega; Madison, WI). The CFX96 Touch™ Real-Time PCR Detection System (BioRad; Hercules, CA) was used to measure gene expression for granulocyte-monocyte colony-stimulating factor (GM-CSF), surfactant protein C (SPC), Clara cell 10 (CC10), T1-α, CD31 and CD45 (Taqman gene expression probes, Applied Biosystems; Carlsbad, CA). The 18S rRNA transcript was used to normalize RNA concentration for each sample.

### Flow Cytometry and Cell Sorting

Single-cell suspensions of enzyme-digested lung tissue were obtained using published protocols [21]. Cell suspensions were immunostained with rat anti-mouse CD45, F4/80 and CD11c, and in separate studies for CD11c and CD11b (BD Biosciences, Franklin Lakes, NJ). Isotype controls were used in all studies. Antibody stained cells were subjected to flow cytometry analysis. Propidium iodide was used to exclude dead cells from analysis.

### Bronchoalveolar Lavage and Peripheral Blood Cell Counts

Bronchoalveolar lavage was performed using previously described methods [22]. The total number of peripheral blood leukocytes was calculated using a hemocytometer and differential counts were performed on blood smears after Diff-Quik staining.

### Microarray analysis

All procedures were performed at the Boston University Microarray Resource Facility. Briefly, the total RNA was isolated using QIAGEN’s RNeasy kit (Qiagen, Valencia, CA) and sample integrity was verified using RNA 6000 Pico Assay RNA chips run in Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Total RNA (5 ng) was reverse transcribed using Ovation Pico WTA System V2 (Nugen, San Carlos, California). The obtained SPIA-amplified cDNA was purified using Agencourt RNA clean XP Purification Beads and fragmented (5 ng) and labeled with biotin using the Encore Biotin Module (NuGEN, San Carlos, California). SPIA-amplified cDNA and fragmented cDNA quality controls were carried out by running an mRNA Pico assay in the Agilent 2100 Bioanalyzer.

The labeled, fragmented DNA was hybridized to the Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) for 18 hours in a GeneChip Hybridization oven 640 at 45°C with rotation (60 rpm). The hybridized samples were washed and stained using an Affymetrix fluidics station 450. After staining, microarrays were immediately scanned using an Affymetrix GeneArray Scanner 3000 7G Plus (Affymetrix, Santa Clara, CA).

Raw Affymetrix CEL files were normalized to produce Entrez Gene-identifier-specific expression values using the implementation of the Robust Multiarray Average (RMA) [23] in the affy package [24] in the Bioconductor software suite (version 2.10.0) [25] and an Entrez Gene-specific probeset mapping from BrainArray (version 14.0.0) [26], [27]. Genes were considered expressed if their mean expression across all samples exceeded the median expression of all genes across all samples. Differential gene expression between wild type and Cavin 1−/− samples was assessed using the empirical Bayes (moderated) *t* test from the limma package [28]. All microarray analyses were performed using the R environment for statistical computing (version 2.12.0) [29], [30].

### Gene Set Enrichment Analysis (GSEA)

GSEA was used to identify biological terms, pathways and processes that were coordinately up- or down-regulated with respect to various comparisons [31]. A list of all Entrez Gene identifiers interrogated by the array was ranked according to the moderated *t* statistic computed between the wild-type and Cavin 1−/− samples, and this list was then used to perform a pre-ranked GSEA analysis using the Entrez Gene versions of the Biocarta, KEGG, Reactome, and Gene Ontology (GO) gene sets obtained from the Molecular Signatures Database (MSigDB), version 3.0 [32].

### Statistical Analysis

Statistics were performed using GraphPad Prism 5.0 software. Comparisons between groups were performed using a 2-tailed unpaired Student *t* test or Mann Whitney U test. To control for multiple comparisons in GSEA analysis, Benjamini-HochbergFalse Discovery Rate (FDR) correction was applied. Significance of correlation was determined using the Pearson’s test.

## Results

Immunohistochemistry was performed on frozen sections in order to localize Cavin1 in lung tissue. Staining demonstrated Cavin1 to be absent from proximal airway epithelium but abundantly expressed on large and small blood vessel endothelium and throughout distal airspaces (brown stain, Fig. 1). High power images of distal airspaces further localized Cavin1 protein to alveolar macrophages and type I epithelial cells, but not to cuboidal type II epithelial cells (Fig. 1C-E). As expected, staining was not detectable in the lungs of Cavin1−/− mice (Fig. 1B).

**Figure 1:**
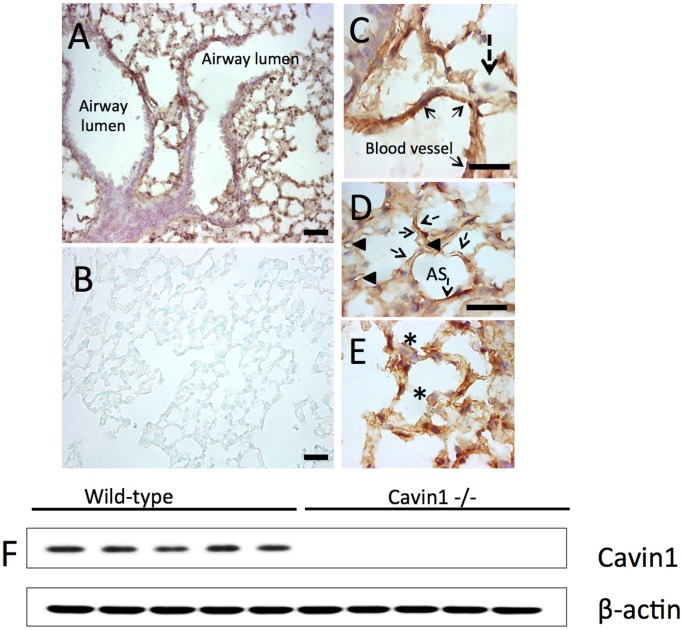
Immunohistochemistry staining of lung for Cavin1. A) Cavin1 staining is absent from proximal lung (purple) but localizes to distal murine lung (brown color). B) As expected, Cavin1 staining is absent from the lungs of Cavin1−/− mice. C-E) High power images of wild-type lung demonstrate Cavin1 expression on blood vessel endothelium (solid arrows, C), capillaries (arrowheads, D), type-I pneumocytes (broken arrows, D), alveolar macrophages (asterisk, E). Staining is absent from type-II epithelial cells in distal airspaces (broken arrow, C). F) The specificity of Cavin1 antibody was demonstrated by Western blot analysis.

Given the abundance of Cavin1 in lung, we investigated the functional role for this protein by performing detailed analyses of lungs from Cavin1−/− mice. Physiological measurements demonstrated increased airways resistance and lung elastance in Cavin1−/− mice (Fig. 2A), but the most dramatic finding came from histological analyses, which showed markedly altered distal lung morphology and significant thickening of the lung interstitium in Cavin1−/− mice (Fig. 2B - upper and middle images). Trichrome staining illustrated that lung interstitial thickening was associated with an increase in collagen deposition (Fig. 2B – lower images). Moreover, there were increased numbers of nuclei detected within the lung interstitium of Cavin1−/− mice after staining with hematoxylin (Fig. 2B – middle image), and this hypercellular phenotype was consistent with the observed increase in dry weight and DNA content in lungs of Cavin1−/− mice (Fig. 2C).

**Figure 2:**
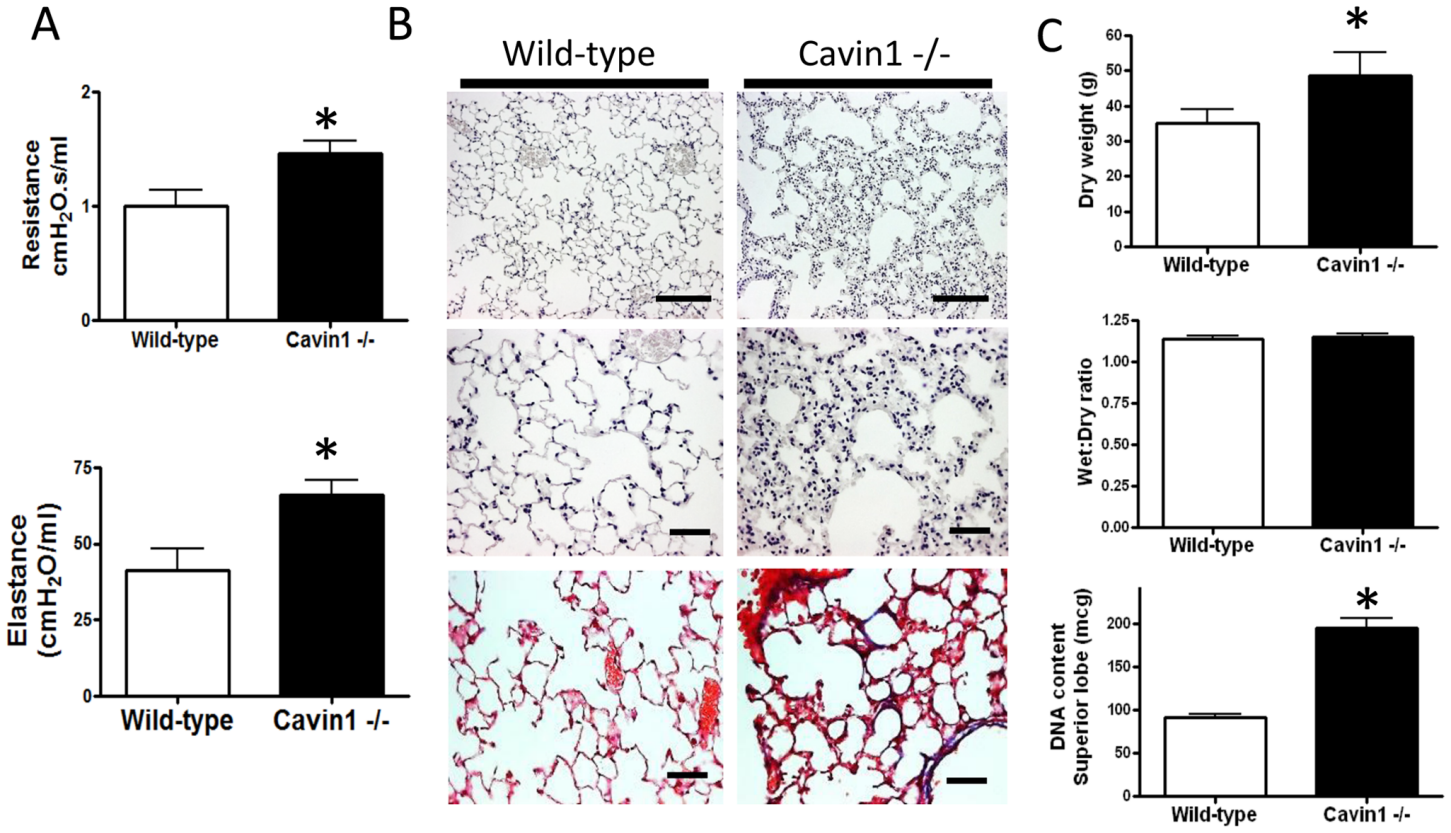
Cavin1 deficiency leads to physiological and structural changes to lung. A) Airway resistance and lung elastance were increased in lungs of Cavin1−/− mice (n = 6, both groups, 2 independent experiments). B) Low power images of H&E stained lungs (upper images) show architectural distortion in the lungs of Cavin1−/− mice. High power images (middle images) demonstrate hypercellularity (increased blue nuclei) in the distal lung in Cavin1−/− mice. Trichrome staining (lower images) demonstrates increased deposition of collagen (blue) in the lungs of Cavin1−/− mice. C) Dry weight (n = 5, each group, p<0.05) and DNA content (n = 10, each group, p<0.001) are increased in the lungs of Cavin1−/− mice. Statistically significant differences were not observed in lung wet-to-dry ratios from wild-type and Cavin1−/− mice (n = 5, each group).

To evaluate whether hypercellularity was attributable to increases in specific cell populations, quantitative RT-PCR was performed to screen for alterations in endothelial, epithelial and leukocyte-specific markers in the lungs of wild-type and Cavin1−/− mice (Fig. 3A). We did not identify any differences in transcript levels for the proximal epithelial gene CC-10 or the distal type II epithelial cell marker SP-C; however, non-significant increases were observed in levels of the endothelial marker CD31 and the distal type I epithelial marker T1α. Most notably, we found that transcript levels for the hematopoietic marker CD45 were significantly increased in lungs of Cavin1−/− mice.

**Figure 3:**
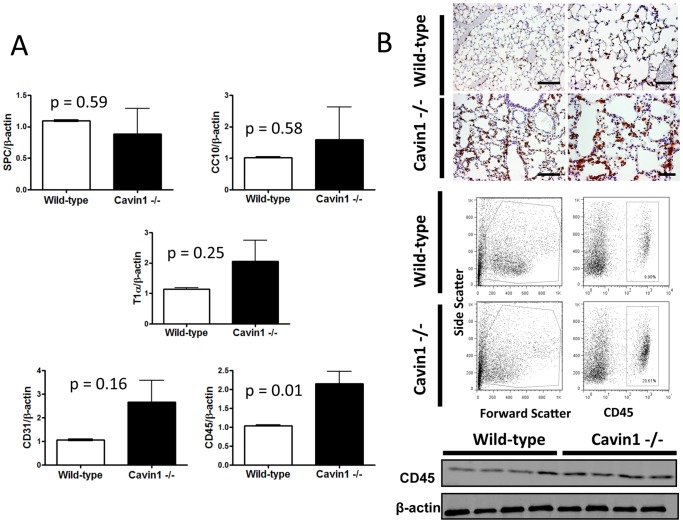
Leukocytes are increased in the lungs of Cavin1−/− mice. A) Transcript levels for structural and non-structural cells in lung of wild-type and Cavin1−/− mice. Transcript levels for the hematopoietic marker CD45 are increased in the lungs of Cavin1−/− mice. Statistically significant differences were not observed in transcript levels for SPC, CC-10, T1α, CD31 in the lungs of wild-type and Cavin1−/− mice (n = 5 or greater in all groups, two replicates). B) CD45-positive cells are increased in the lungs of Cavin1−/− mice. (Top) Immunohistochemistry staining for mouse CD45. Brown straining represents CD45+ expressing cells. (Middle) Flow cytometry analysis of CD45 stained lung digests from wild-type and Cavin1−/− mice (n = 6 wild-type and Cavin1−/− mice). Doublets, red blood cells and dead cells were excluded from analysis. (Bottom) Western blot analysis for CD45 in lungs from wild-type and Cavin1−/− mice.

Since differences in CD45 transcript levels were largely unexpected, we sought to confirm whether the number of leukocytes was in fact increased in the lungs of Cavin1−/− mice. Antibody staining directed against CD45 identified increased numbers of leukocytes in histological sections as did both flow cytometry (CD45+ cells in digested lungs were 15% +/− SEM 1.3% in wild-type mice and 27% +/−1.4% SEM in Cavin1−/− mice, p<0.05) and Western blot analysis from digested lungs of Cavin1−/− mice (Fig. 3B). Surprisingly, immunophenotyping in tissue sections did not identify differences in cells expressing T-cell (CD3), B-cell (B220), NK cells (NK1.1) or granulocyte (Gr-1) specific markers (data not shown). However, significant increases were observed in cells expressing the macrophage-marker Mac3 in lungs of Cavin1−/− mice (Fig. 4). This selective increase in Mac3+ cells was also associated with a 3-fold rise in macrophages in BAL fluid of Cavin1−/− mice (9.7+/−13 x10^4^ cells/lung wild-type versus 23.7+/−44 x10^4^ cells/lung Cavin1−/− mice, n = 5 each group). Importantly, similar increases were not observed in the number of mononuclear cells in the circulation of Cavin1−/− mice (3996+/−247 cells/mm^3^ wild-type versus 3899+/−436 cells/mm^3^ Cavin1−/− mice, n = 5 each group).

**Figure 4:**
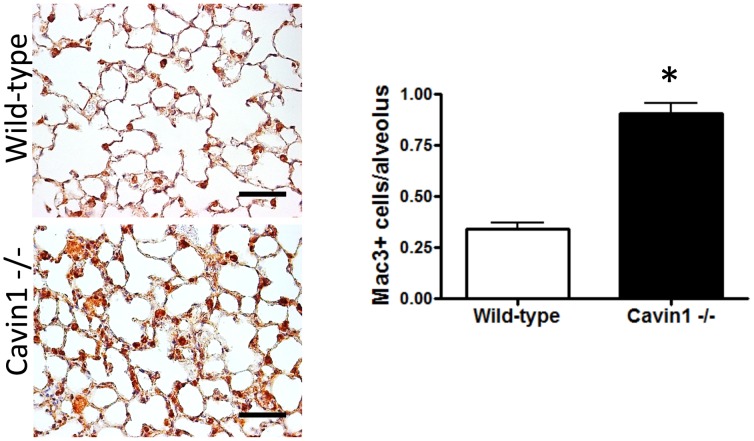
Macrophages are increased in the lungs of Cavin1−/− mice. (Left) Immunohistostaining for Mac3 in lungs of wild-type and Cavin1−/− mice. (Right) Morphometric data showing numbers of Mac3+ cells/alveolus in wild-type and Cavin1−/− mice (300 alveoli/per mouse, 5 mice per group, p<0.001).

After confirming Cavin1 transcript expression in freshly isolated alveolar macrophages (data not shown) and Cavin1 protein expression in multiple macrophage cell lines (Fig. 5A), we evaluated whether deficiency in Cavin1 was associated with qualitative differences in lung macrophages. Flow cytometry identified a trend toward increased F4/80+ CD11c+ cells in lung digests of Cavin1−/− mice, but this did not reach statistical significance (Fig. 5B). However, in separate studies, clear differences were observed in the morphological characteristics of macrophages recovered from lung digests during forward and side-scatter analysis. As shown in Figure 5C, resident CD11c+macrophages and non-resident CD11b+monocyte/macrophage populations from lung digests of Cavin1−/− mice were on average larger (forward scatter) when compared to those from wild-type mice.

**Figure 5:**
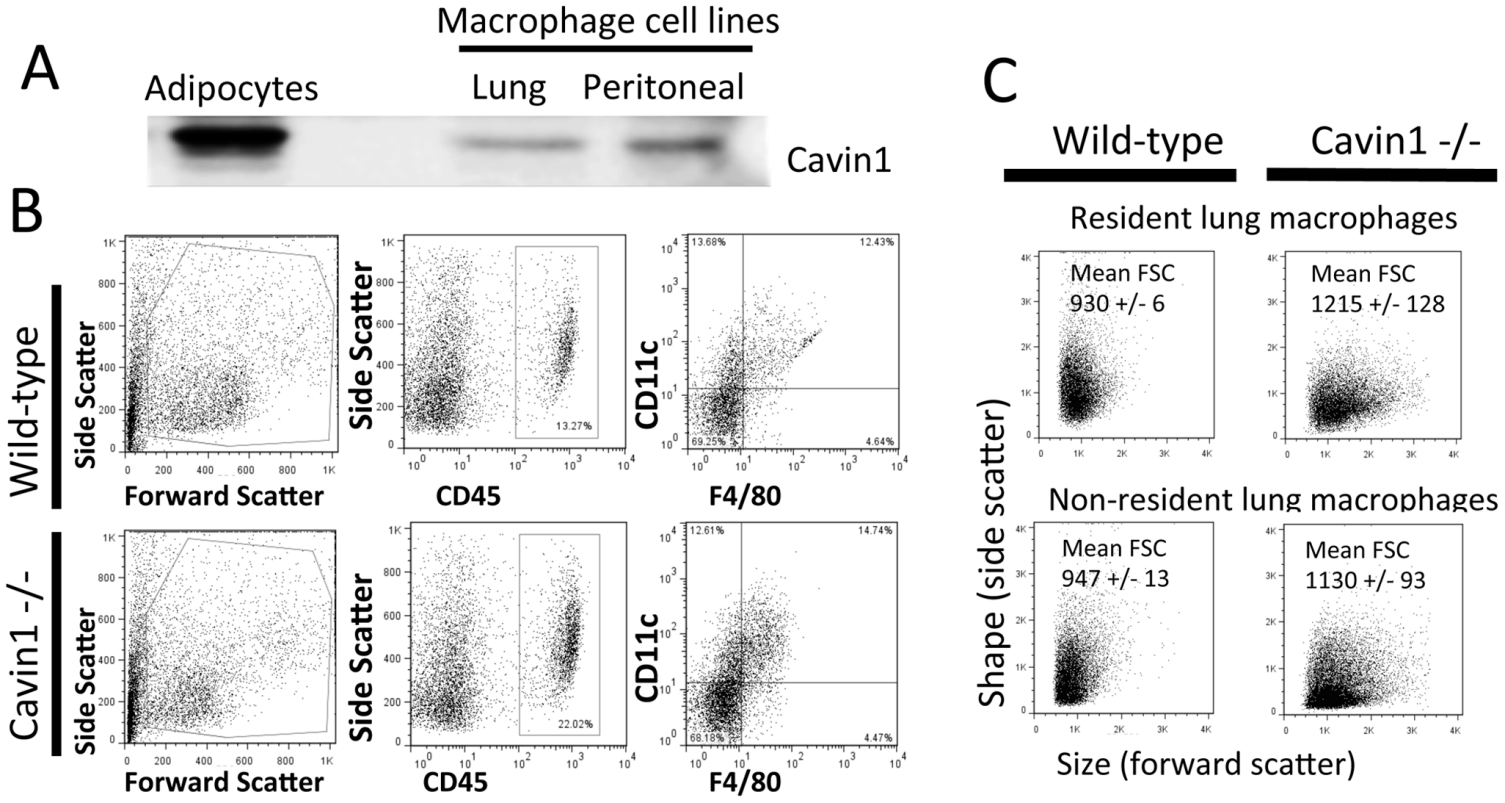
Morphological comparison of macrophages from lungs of wild-type and Cavin1−/− mice. A) Western blot analysis showed expression of Cavin1 in lung (MHS Cells) and peritoneal (RAW) macrophage cell lines. Relative concentrations were decreased when compared to Cavin1 levels in an adipocyte cell line (2 independent analyses). B) Flow cytometry analysis of lung digests from wild-type and Cavin1−/− mice after staining for F4/80 and CD11c (n = 3, both groups). Doublets, red blood cells and dead cells (propidium iodide positive) were excluded from analysis. C) Forward and side-scatter characteristics of resident (CD11c) and non-resident (CD11b+) macrophages in lung digests (n = 3 each group). Cell size (forward scatter) was significantly increased (p<0.05) in both resident and non-resident macrophages from Cavin1−/− mice.

In addition to changes in physical characteristics, microarray analysis demonstrated measurable differences in gene expression between alveolar macrophages (isolated by BAL) from wild-type and Cavin1−/− mice. 

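Cavin1, the gene deleted in these mice, had a mean log2 value of 3.97 ± 0.15 (SD, n = 3 arrays) in wild-type and 3.58 ± 0.06 (SD, n = 4 arrays) in Cavin1−/− alveolar macrophages. The log2 difference was −0.39 (SE 0.08, limma p = 0.0024, exact permutation p = 0.029, the smallest two-sided p that 3 arrays against 4 allow). Cavin1 counted as expressed, but both means lay close to the bound for this, the median of all values, 3.74. Signal near background therefore limits what the size of this difference says. Of 9 caveolin, cavin and caveola-associated genes, Cavin1 and Cavin2 were lower, Cav1 was higher and 6 did not pass the test. Cavin2, another caveolar coat protein, which was not expressed by the rule of the paper's methods, differed by −0.36 (SE 0.10), and Cav1, which encodes caveolin-1, by 0.41 (SE 0.17). Of these 9 genes, 2 were lower when adjusted over the list alone and none passed when adjusted over all genes, and the list had a normalized enrichment score (NES) of −1.37 (adjusted p = 0.18). Cav1 passed in only 1 of the 7 fits that left out an array, the fit without wild-type replicate 2, and over the alternatives set beforehand its limma p reached 0.18.
The macrophages came from female mice 2 months old, and 5 ng of total RNA per sample was amplified and hybridized to the Mouse Gene 1.0 ST Array, with 1 array per sample. The values used are the deposited ones, which the authors made with the Robust Multiarray Average (RMA). This method corrects for background, gives the arrays a common distribution and summarizes the probes of each Entrez gene on the log2 scale. They cover 21225 genes, run from 0.41 to 12.7 and have array medians of 3.70 to 3.76, and no further normalization was applied. Each gene was compared between genotypes with limma's moderated test (two-sided, no covariate), and differences are given as Cavin1−/− minus wild-type on the log2 scale. A gene is called higher or lower at the study's threshold, an unadjusted p under 0.05 from this test, and counts after Benjamini-Hochberg adjustment stand beside it. Genes count as expressed by the rule of the paper's methods, which 10629 genes met. Lists of genes for pathways, complexes and cell types were written before the data were examined. They were tested with fgsea, a pre-ranked GSEA on the moderated statistic of all genes, and with camera, a set test that allows for correlation among the genes of a list. The number of arrays limits the precision of every value.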

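Genes of red cells were higher and genes of type II epithelial cells lower in the BAL macrophage samples of Cavin1−/− mice. The paper's text names no sort or gate of these cells, so RNA of other cells in the lavage is a possible source. All 4 measured genes of the red cell list were higher, by a mean of 0.87. Among them Alas2, the enzyme that starts heme synthesis in red cell precursors, rose from 6.86 ± 0.66 (SD, n = 3) to 8.42 ± 0.65 (SD, n = 4), a difference of 1.56 (SE 0.44). Of 8 type II genes, 7 were lower and Abca3 differed by −0.05 (SE 0.15), a gene named after its value was seen. Slc34a2, a phosphate transporter, had the largest fall of all genes taken by the rule for named genes, −2.80 (SE 0.56), and Sftpc, which encodes surfactant protein C, fell from 10.6 ± 0.12 to 8.83 ± 0.66. The mean of the type II genes was 6.77, 6.91 and 6.88 on the wild-type arrays and 5.91, 4.53, 4.84 and 5.62 on the Cavin1−/− arrays (exact permutation p = 0.029).
S100a9, a calcium-binding protein of neutrophils, had the largest rise by the same rule, 2.02 (SE 0.63), but did not pass without wild-type replicate 1 or 2, with a limma p of up to 0.063. The next rises were of Plxdc1, a plexin domain protein, 1.99 (SE 0.20), and Id3, an inhibitor of helix-loop-helix transcription factors, 1.97 (SE 0.26). Egr2, a zinc finger transcription factor, rose by 1.54 (SE 0.26). Among the falls were Cxcl15, a chemokine of lung epithelium, −2.61 (SE 0.46), the secreted glycoprotein Lrg1, −2.25 (SE 0.25), and Me1, the cytosolic malic enzyme, −1.83 (SE 0.48). Over all genes, 656 were higher and 737 lower at the unadjusted threshold, 6.56% of the genes, where about 1061 genes would pass by chance. None passed limma's Benjamini-Hochberg adjustment, with a smallest adjusted p = 0.27, which Plxdc1 and Lrg1 shared with other genes. The paper used limma's moderated test for the arrays, and with the methods' t-test, which the paper names for comparisons in general, 941 genes passed the unadjusted threshold and none the adjusted one. In 4.94% of the genes every Cavin1−/− array lay on one side of every wild-type array, where chance gives 5.71%. Among the expressed genes, 509 were higher and 551 lower. The type II list had an NES of −2.30 (adjusted p = 8.8e-08, and adjusted p = 0.25 with an estimated correlation), and 7 of its genes and all 4 red cell genes passed when adjusted over the list alone. With each array centred on its own median, 832 genes were higher and 652 lower. With the type II mean of each array as a covariate, a fit added after the data were seen, 134 of the genes called above passed. The difference was then −0.13 for Slc34a2, −0.09 for Sftpc, −0.70 for Cxcl15, 0.26 for Me1, 0.99 for Egr2 and 2.76 for S100a9, and none of these passed. Sftpc is itself part of the covariate, so its value near 0 was fixed in advance, as would be a value near 0 of any other type II gene named here. The covariate had a correlation of −0.88 with genotype, which by itself widens the errors and can end calls. Plxdc1, Id3 and Lrg1 kept their calls in all 15 alternatives, this fit among them.

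**Figure D1:**
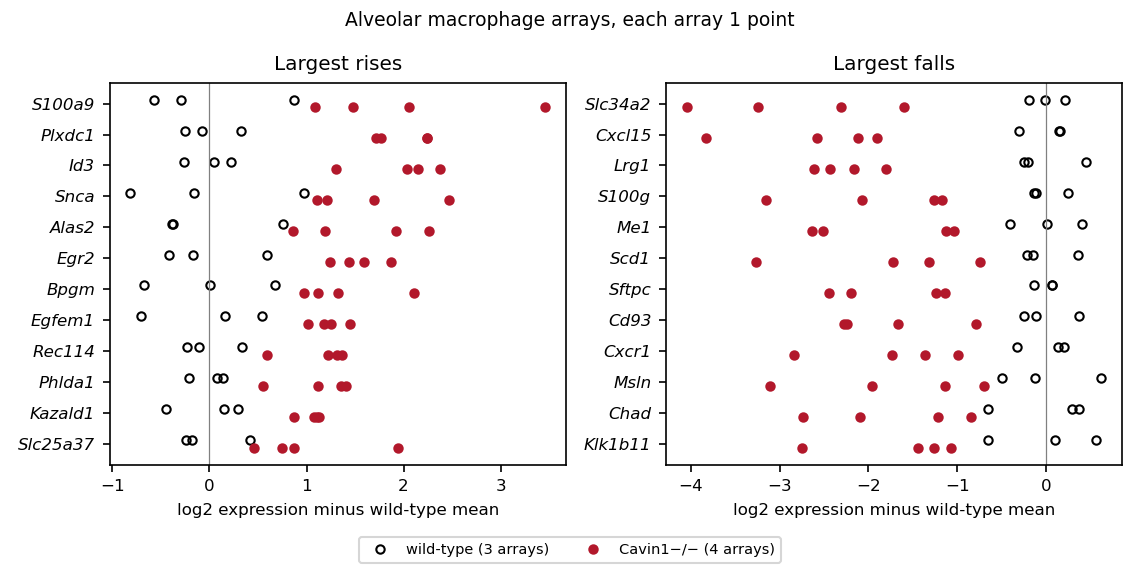
Log2 values of the 12 largest rises and 12 largest falls by the rule for named genes, each array plotted as its difference from the wild-type mean. Open points are the 3 wild-type arrays and red points the 4 Cavin1−/− arrays, and each gene was chosen so that the genotypes do not overlap.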

The expression of 1393 genes was significantly (nominal *p*<0.05) altered by Cavin1 deficiency (more genes than would be expected by chance). Surprisingly, M1 and M2 gene transcripts were either expressed at low levels or did not change significantly (*p*>0.05) between wild-type and Cavin1−/− cells (data not shown); however, several macrophage-specific genes associated with remodeling and repair were significantly down-regulated in the Cavin 1−/− mice (Fig. 6) [33].

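Of 19 markers of M1 (classically activated) macrophages, 2 were lower in Cavin1−/− cells, none was higher and 17 did not pass the test. Cd86, a ligand that costimulates T cells, fell from 5.17 ± 0.15 (SD, n = 3) to 4.67 ± 0.17 (SD, n = 4), a log2 difference of −0.50 (SE 0.11, limma p = 0.0038, exact permutation p = 0.057). Irf5, a transcription factor of inflammatory cytokine genes, differed by −0.28 (SE 0.09), and the chemokine Cxcl10 by −0.75 (SE 0.34), which did not pass. Of 21 markers of M2 (alternatively activated) macrophages, 2 were higher, 3 were lower and 16 did not pass. Il4ra, the receptor chain for IL-4 and IL-13, rose from 7.30 ± 0.14 to 7.84 ± 0.12, a difference of 0.53 (SE 0.09), and Il1rn, which encodes the IL-1 receptor antagonist, rose by 0.23 (SE 0.06). The 3 lower M2 markers were Retnla, Ccl17 and Ccl22. By the expressed-gene rule, 12 of the M1 and 13 of the M2 markers were expressed.
Adjusted over the list alone, no M1 marker and 1 M2 marker, Il4ra, passed, and none passed when adjusted over all genes. The M1 list had an NES of −1.67 (adjusted p = 0.031, and adjusted p = 0.25 with an estimated correlation) and the M2 list an NES of −0.91 (adjusted p = 0.63). The M1 call ended without wild-type replicate 1 (adjusted p = 0.50), wild-type replicate 2 (adjusted p = 0.088) or Cavin1−/− replicate 2 (adjusted p = 0.071), and with array weights (adjusted p = 0.053), the replicate block (adjusted p = 0.12) or the expression trend removed (adjusted p = 0.057). With the type II covariate its NES was 1.18 (adjusted p = 0.46), while the M2 list passed when genes were ranked by fold change (adjusted p = 0.019). Irf5 did not pass without wild-type replicate 1 or 3, with a limma p of up to 0.056.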

**Figure 6:**
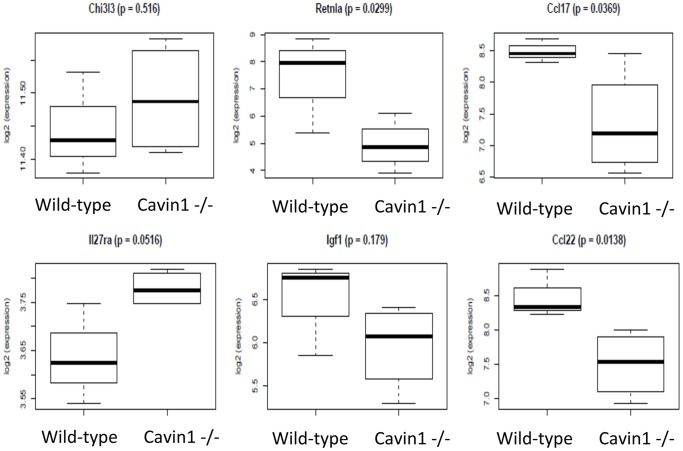
Expression of macrophage-specific genes associated with remodeling and repair. Gene transcripts that were statistically different in Cavin1−/− versus wild-type mice included Retnla (fold change −7.1, *p* = 0.030), Ccl17 (fold change −2.0, *p* = 0.037), Ccl22 (fold change −1.9, *p* = 0.014) but other genes in this category (IL27ra, Igf1 and Chi3l3) were not statistically different between groups.

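Retnla, a secreted protein of alternatively activated macrophages, had a mean log2 value of 7.40 ± 1.80 (SD, n = 3) in wild-type and 4.94 ± 0.90 (SD, n = 4) in Cavin1−/− macrophages. The difference was −2.46 (SE 0.89, limma p = 0.030, exact permutation p = 0.086), and the arrays of the genotypes overlapped. Ccl17, a ligand of the chemokine receptor CCR4, fell from 8.49 ± 0.19 to 7.35 ± 0.83, a difference of −1.14 (SE 0.44, limma p = 0.037, exact permutation p = 0.086). Ccl22, the other CCR4 ligand, fell from 8.48 ± 0.35 to 7.50 ± 0.49, with every Cavin1−/− array below every wild-type array (difference −0.98, SE 0.29, limma p = 0.014, exact permutation p = 0.057). As the ratio of arithmetic means of the unlogged values, a scale chosen after the values were seen, the signed folds were −7.08, −1.95 and −1.94, and from the log2 means they were −5.52, −2.21 and −1.98. With 1 array left out, the first scale gave −4.08 (without wild-type replicate 1) to −10.2 (without Cavin1−/− replicate 2) for Retnla, −1.68 to −2.78 for Ccl17 and −1.65 to −2.20 for Ccl22. Il27ra, an interleukin receptor chain that was not expressed by the study's rule, differed by 0.14 (SE 0.06), the growth factor Igf1 by −0.52 (SE 0.35) and Chi3l3, a chitinase-like protein listed as Chil3, by 0.05 (SE 0.07), and these 3 did not pass the test. Ccr7 and Fscn1, genes of migrating dendritic cells, differed by −0.74 (SE 0.39) and −0.80 (SE 0.35) and did not pass either.
Across the 7 arrays, after each genotype's mean was subtracted, the mean of Ccr7 and Fscn1 followed that of Ccl17 and Ccl22 (Pearson's r = 0.96, exact permutation p = 0.0069 within genotypes, Spearman's rho = 1, exact permutation p = 0.0069, each with adjusted p = 0.014 over 2 relations). The value of r was 0.97 without the 2 arrays farthest from the median of the dendritic genes. The same measure had r = 0.19 with Retnla (exact permutation p = 0.62, adjusted p = 0.62, rho = 0.14, exact permutation p = 0.76, and r = 0.21 without the 2 farthest arrays). Both relations were chosen after the data were seen. The 6 genes are the study's own choice on these samples, so their count, 3 lower, none higher and none past adjustment over all genes or over the list alone, is not independent evidence of a direction. As a list they had an NES of −1.40 (adjusted p = 0.16), which passed when only expressed genes were fitted (adjusted p = 0.027), with the replicate block (adjusted p = 0.0498) or when genes were ranked by fold change (adjusted p = 0.0014). Of the 7 fits that left out an array, Retnla passed in 2, those without wild-type replicate 2 or Cavin1−/− replicate 2, and Ccl17 in 1, that without Cavin1−/− replicate 4, and Ccl22 failed only without wild-type replicate 3. Over the alternatives set beforehand their limma p values reached 0.12, 0.11 and 0.055. When the type II covariate was used, Retnla differed by −3.30, Ccl17 by 0.30 and Ccl22 by 0.16, and none of them passed.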

Gene Set Enrichment Analysis (GSEA) was then performed to identify Gene Ontology (GO) terms or Biocarta, KEGG or Reactome pathways that were differentially regulated between alveolar macrophages of wild-type and Cavin1−/− mice. 

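Of 751 Reactome sets, 6 were higher and 28 lower in Cavin1−/− macrophages, and 20 of the lower ones belong by name to the cell cycle or DNA replication. These 20 overlap and are not separate results. DNA replication pre-initiation and the M/G1 transition, for example, had the same size and score (75 genes, NES −1.76). No set passed in camera with an estimated correlation (adjusted p = 0.99 for each), nor with the rotation test fry. The set of respiratory electron transport with ATP synthesis had an NES of 2.22 (78 genes, 5 higher and 1 lower, adjusted p = 1.1e-04), and peptide chain elongation, a step of translation, had an NES of 1.78 (56 genes, 2 higher and 1 lower, adjusted p = 0.044). Transferrin endocytosis and recycling, by which cells take up iron, had an NES of −2.31 (26 genes, 9 lower and none higher, adjusted p = 3.7e-04). The list of vacuolar H+-ATPase subunits had the same counts, 9 lower and none higher. Genes shared between this set and that list were not counted, so they are not shown to be separate results. Metabolism of lipids and lipoproteins had an NES of −1.60 (495 genes, 12 higher and 32 lower, adjusted p = 5.9e-04).
The number of sets that passed ranged from 13 without wild-type replicate 3 to 99, all lower, without wild-type replicate 2. It was 52 without Cavin1−/− replicate 1 and 18 without Cavin1−/− replicate 4, while without wild-type replicate 1 most of the 39 sets, 32, were higher. With each array centred on its median 2 sets were higher and 34 lower, and after a second quantile normalization 2 were higher and 38 lower. With the trend of the fold change on mean expression removed, a setting added after the data were seen, none was higher and 44 were lower.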

A total of 14 gene sets were significantly over-represented (FDR-corrected *p*<0.05) among genes that were up- or down-regulated in Cavin1-deficient mice (Table S1). Six of these sets were related to proliferative processes, such as mitosis, DNA replication, and homologous recombination, and were coordinately down-regulated in the Cavin1−/− mice (Fig. 7). 

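Genes of mitosis and DNA replication were lower more often than higher. The set of the mitotic cell cycle had 27 lower and 6 higher genes among 383 (NES −1.88, adjusted p = 2.2e-06, and adjusted p = 0.99 with an estimated correlation), with a median log2 difference of −0.04. No gene was higher in the sets of G2/M checkpoints (8 of 50 lower, NES −2.04, adjusted p = 0.0027), DNA strand elongation (6 of 31 lower, NES −2.14, adjusted p = 0.0029) and activation of the pre-replicative complex (6 of 29 lower, NES −2.18, adjusted p = 0.0026). Each of these 3 sets had adjusted p = 0.99 with an estimated correlation. Of 27 genes of homologous recombination, 4 were lower and none was higher (NES −1.98, adjusted p = 0.0016, and adjusted p = 0.25 with an estimated correlation). They included Pold2, a subunit of DNA polymerase delta, which fell from 6.82 ± 0.17 (SD, n = 3) to 6.32 ± 0.17 (SD, n = 4), a difference of −0.50 (SE 0.12, limma p = 0.0045, exact permutation p = 0.029), and Rad54b, a helicase-like protein of recombination that was not expressed by the study's rule, −0.24 (SE 0.05). Of 18 genes of replication licensing, 3 were lower and Cdkn1b, an inhibitor of cyclin-dependent kinases, was higher by 0.18 (SE 0.07) (NES −2.01, adjusted p = 0.0027, and adjusted p = 0.25 with an estimated correlation).
None of these genes passed when adjusted over all genes, and adjusted over the list alone none of homologous recombination and 1 of replication licensing passed. The call ended without wild-type replicate 1 for strand elongation (adjusted p = 0.065) and homologous recombination (adjusted p = 0.12). It ended without wild-type replicate 3 for G2/M checkpoints (adjusted p = 0.16), the pre-replicative complex (adjusted p = 0.13) and replication licensing (adjusted p = 0.073). It also ended without Cavin1−/− replicate 4 for G2/M checkpoints (adjusted p = 0.093), and in camera with its preset correlation for the mitotic cell cycle (adjusted p = 0.14). Ranked by fold change, the calls ended for G2/M checkpoints (adjusted p = 0.22), strand elongation (adjusted p = 0.066), the pre-replicative complex (adjusted p = 0.14) and homologous recombination (adjusted p = 0.24). With the replicate block they ended for G2/M checkpoints (adjusted p = 0.25) and replication licensing (adjusted p = 0.070). Homologous recombination also did not pass with only expressed genes (adjusted p = 0.071), with an unweighted running sum (adjusted p = 0.054) or with the type II covariate (adjusted p = 0.60). Cdkn1b passed in 3 of the 7 fits that left out an array, and over the alternatives set beforehand its limma p reached 0.13.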

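Mcm6, a subunit of the helicase that unwinds DNA at replication origins, fell from 6.97 ± 0.05 (SD, n = 3) in wild-type to 6.61 ± 0.12 (SD, n = 4) in Cavin1−/− macrophages, a difference of −0.36 (SE 0.07, limma p = 0.0021, exact permutation p = 0.029). Of 9 Mcm genes, Mcm2, Mcm5, Mcm6 and Mcm10 were lower and none was higher, and Mcm9, which did not pass and was not expressed by the study's rule, differed by 0.37 (SE 0.21). Of 15 Cdc-named genes, 3 were lower: Cdc45, a partner of the Mcm helicase, −0.30 (SE 0.10), Cdc16, a subunit of the anaphase-promoting complex, −0.32 (SE 0.11), and the phosphatase Cdc14a, −0.49 (SE 0.16), which was not expressed by that rule. The 6 Orc genes, which mark replication origins, differed by −0.25 to −0.08 and the 5 Rfc genes, which load the sliding clamp on DNA, by −0.28 to −0.11, and none of these 11 passed the test.
The Mcm list had an NES of −1.79 (adjusted p = 0.019) and the Cdc list an NES of −1.94 (adjusted p = 0.0050), each with adjusted p = 0.25 with an estimated correlation. The Orc list had an NES of −1.52 (adjusted p = 0.091) and the Rfc list an NES of −1.44 (adjusted p = 0.12). None of these genes passed when adjusted over all genes, and 1, in the Mcm list, when adjusted over the list alone. Without wild-type replicate 3 the Mcm call (adjusted p = 0.056) and the Cdc call (adjusted p = 0.092) ended. The Orc list passed in 5 of 20 alternatives: without Cavin1−/− replicate 2 (adjusted p = 0.022), with array weights (adjusted p = 0.011), with the type II covariate (adjusted p = 0.029), with an unweighted running sum (adjusted p = 0.0089) and in camera with its preset correlation (adjusted p = 0.044). The Rfc list passed in 3 of 20: without Cavin1−/− replicate 1 (adjusted p = 0.018), with an unweighted running sum (adjusted p = 0.028) and in camera with its preset correlation (adjusted p = 0.046). The Cdc call also ended when only expressed genes were fitted (adjusted p = 0.094) or with an unweighted running sum (adjusted p = 0.14). Both calls ended when genes were ranked by fold change (adjusted p = 0.085 and adjusted p = 0.099) and with the replicate block (adjusted p = 0.22 and adjusted p = 0.055). Of the 7 fits that left out an array, Mcm6 passed in all, Mcm2 and Mcm10 in 1 each, the fit without wild-type replicate 1, Cdc45 in 3, Cdc16 in 5 and Cdc14a in 6. With the type II covariate neither the Mcm nor the Cdc list passed (adjusted p = 0.13 and adjusted p = 0.59). The mean difference of the Mcm list was −0.19 (SE 0.07) before and −0.30 (SE 0.17) with this covariate, and that of the Cdc list −0.11 (SE 0.04) and −0.04 (SE 0.07), with Cdc14a at 0.05 and Rfc5, which was at −0.14 before, at 1.21.

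**Figure D2:**
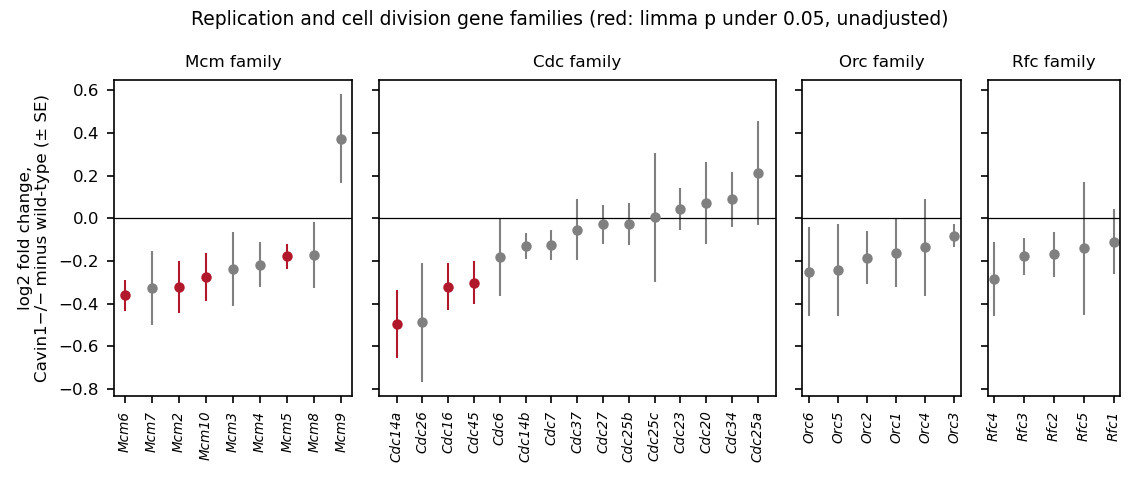
Log2 fold change (Cavin1−/− minus wild-type) ± SE of each measured Mcm, Cdc, Orc and Rfc gene, from limma with 3 wild-type and 4 Cavin1−/− arrays. Red points are genes with an unadjusted limma p under 0.05, which are 4 Mcm and 3 Cdc genes, all below 0.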

Genes that were frequently represented among these gene sets included many key mediators of cell cycle control, especially the Mcm (minichromosome maintenance complex), Cdc (cell division cycle), Orc (origin recognition complex) and Rfc (replication factor C) family members (Fig. 7).

**Figure 7:**
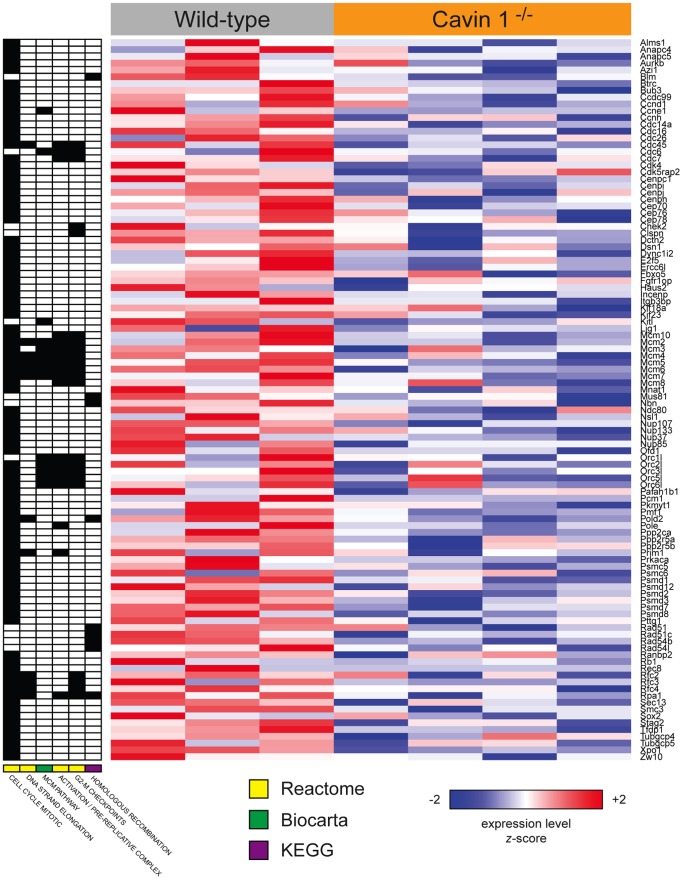
Gene Set Enrichment Analysis (GSEA). GSEA performed to identify Gene Ontology (GO) terms or Biocarta, KEGG or Reactome pathways that were differentially regulated between alveolar macrophages of wild-type and Cavin1−/− mice. Of the total 14 gene sets significantly over-represented (FDR-corrected *p*<0.05) in Cavin1-deficient mice six of these sets, which are represented in this figure, were related to proliferative processes, such as mitosis, DNA replication, and homologous recombination, and all were coordinately down-regulated in the Cavin1−/− mice.

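Top2a, a topoisomerase of dividing cells, fell from 6.41 ± 0.14 (SD, n = 3) in wild-type to 5.90 ± 0.38 (SD, n = 4) in Cavin1−/− macrophages, a difference of −0.51 (SE 0.21, limma p = 0.046, exact permutation p = 0.11). It was the only one of 34 measured markers of cycling cells (S, G2 and M phases) to pass the test, and none was higher. Kif23, a motor protein of cytokinesis, differed by −0.38 (SE 0.16) and Rrm1, a subunit of ribonucleotide reductase, by −0.41 (SE 0.18). Of these markers 32 were expressed, with a median difference of −0.06.
No marker passed when adjusted over all genes or over the list alone, and the list had an NES of −1.28 (adjusted p = 0.18). It passed without Cavin1−/− replicate 1 (adjusted p = 8.2e-05) and with array weights (adjusted p = 0.027), and with the type II covariate its NES was 1.80 (adjusted p = 0.019). Top2a passed in 1 of the 7 fits that left out an array, that without Cavin1−/− replicate 1, with a limma p of up to 0.13.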

Given that coordinate down-regulation of mitotic genes was observed in macrophages from Cavin1−/− mice, we evaluated whether these cells displayed any differences in proliferation relative to the wild-type macrophages. There was no difference in proliferation as measured by PCNA staining, and consistent with the microarray analysis, we detected significant decreases in both transcript (data not shown) and protein levels (Fig. 8) of the macrophage proliferation cytokine GM-CSF. 

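Csf2, which encodes GM-CSF, had a log2 value of 1.96 on each of the 3 wild-type arrays and a mean of 1.84 ± 0.19 (SD, n = 4) in Cavin1−/− macrophages, a difference of −0.12 (SE 0.10, exact permutation p = 0.43), and did not meet the rule for expressed genes. Of 14 genes of GM-CSF, its receptor and its response, 3 were higher, 1 was lower and 10 did not pass the test. Csf2rb and Csf2rb2, which encode beta chains of the receptor family for GM-CSF and IL-3, rose by 0.50 (SE 0.15) and 0.35 (SE 0.09). Cidec, a lipid droplet protein, rose by 0.33 (SE 0.12), and Fabp4, a fatty acid-binding protein named after its value was seen, fell by 0.73 (SE 0.27). Pcna, the gene of the stained proliferation marker, has no value among the deposited genes.
None of the 14 genes passed when adjusted over all genes or over the list alone, and the list had an NES of 1.45 (adjusted p = 0.12). It passed without Cavin1−/− replicate 1 (adjusted p = 0.016), and of the 7 fits that left out an array Csf2rb failed in 2, without wild-type replicate 2 or 3, and Cidec in 3, without wild-type replicate 3 or Cavin1−/− replicate 2 or 3. From macrophage gene expression and PCNA labeling, the paper proposes that increased proliferation was an unlikely explanation for the accumulation of macrophages.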

Interestingly, these findings suggest that maturation and function of alveolar macrophages is likely to be impaired by GM-CSF deficiency in Cavin1−/− mice.

**Figure 8:**
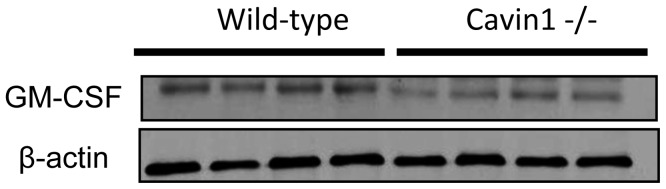
Western blot analysis for granulocyte-macrophage colony-stimulating factor (GM-CSF) in lungs from wild-type and Cavin1−/− mice (same polyvinylidene difluoride (PVDF) membrane used in **figure 3**.

Since macrophage gene expression and PCNA labeling suggested that increased proliferation was unlikely to explain macrophage accumulation in Cavin1−/− mice, we sought to evaluate whether other mechanisms, such as increased recruitment may have contributed to these findings. Apoptotic cell debris is well-recognized as an important stimulus for macrophage recruitment, but TUNEL staining failed to detect evidence for increased apoptotic cell death in unchallenged lungs from Cavin1−/− mice (data not shown). However, modest but statistically significant increases were detected in the levels of macrophage chemotactic factors CCL2 and CX3CL1 in BAL fluid from Cavin1−/− mice (Fig. 9). Together, these findings suggest that increased recruitment may contribute, at least in small part, to macrophage accumulation in lungs of Cavin1−/− mice.

**Figure 9:**
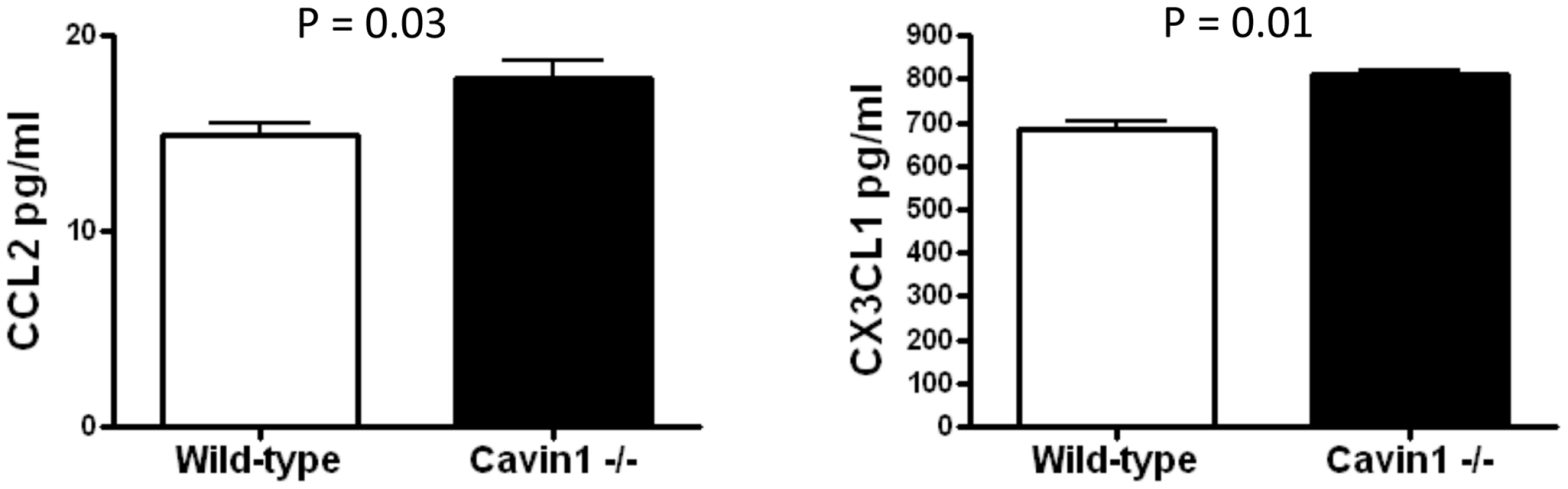
CCL2 and CX3CL1 are increased in the lungs of Cavin1−/− mice. Enzyme-linked immunosorbent assay for CCL2 and CX3CL1 in lungs of wild-type and Cavin1−/− mice (n = 4, each group, two replicates).

Finally, to evaluate whether alterations in macrophage homeostasis were specific to either the lung or to Cavin1 deficiency, immunostaining for leukocyte antigens CD45 and Mac3 was performed in multiple tissues from wild-type, Cavin1−/− and Cav1−/− mice. Increased staining for CD45+ and Mac3+ cells was observed in lung and adipose tissue (Fig. 10), but not in liver, kidney or skeletal muscle from knock-out mice (data not shown). These findings highlight the importance of Cavin1 and Cav1 in regulating macrophage homeostasis but suggest this property is restricted to selective tissues (e.g. lung and adipose tissue).

**Figure 10:**
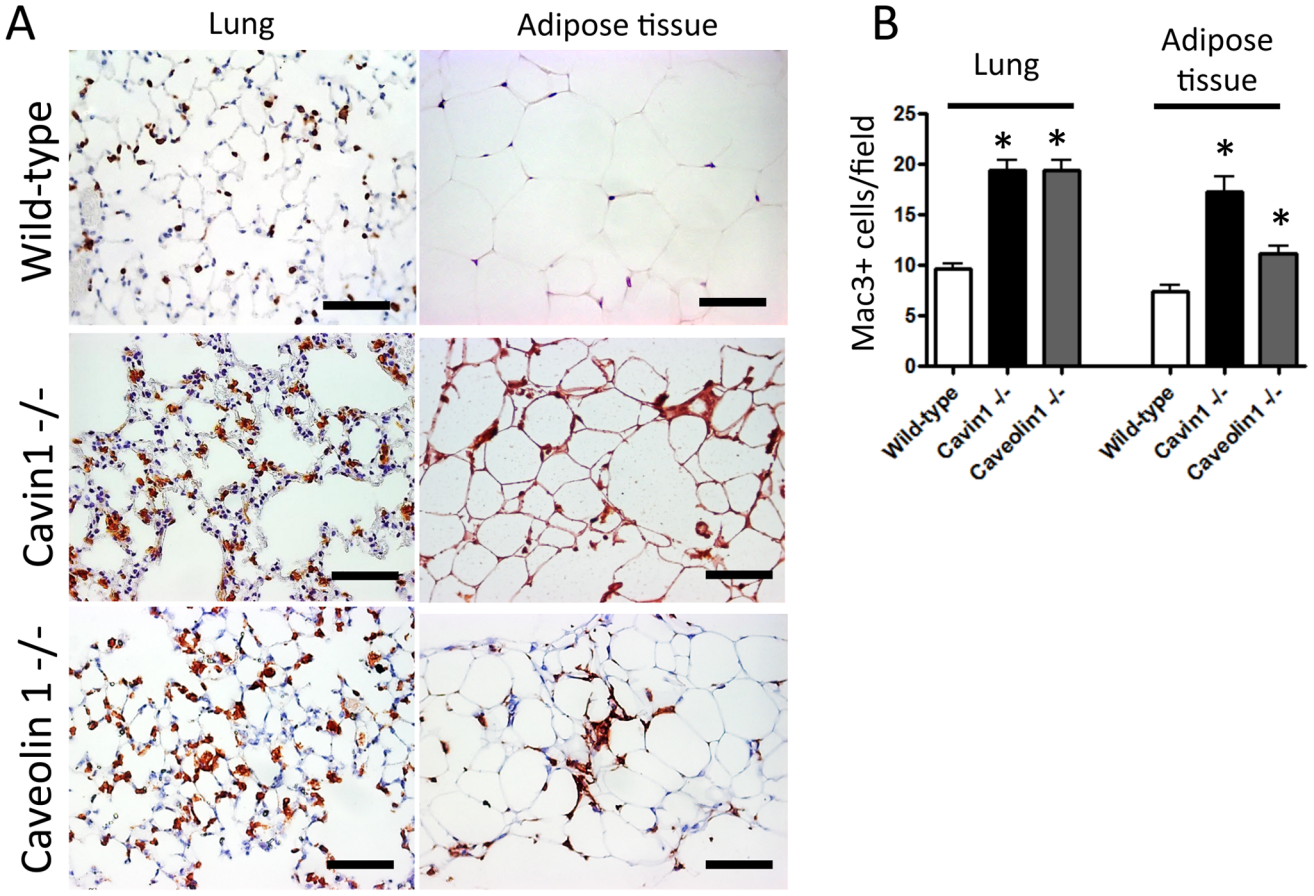
CD45 and Mac3 staining of tissues from wild-type, Cavin1−/− and Cav1−/− mice. A) Representative sections from CD45 stained lung and adipose tissue from wild-type, Cavin1−/− and Cav1−/− mice (n = 4, all groups). B) Results of morphometric analyses on Mac3 stained lung and adipose tissue sections from wild-type, Cavin1−/− and Cav1−/− mice (n = 4, all groups). Differences in Mac3+ cells were not observed in liver, kidney or skeletal muscle in either group (data not shown).

## Discussion

Caveolae are prominent morphological features of lung endothelium and epithelium that are important for respiratory function [34]. These properties are underscored by the dysfunctional phenotype of the Cav1 deficient mouse that lacks caveolae, shows thickening of the alveolar septa and respiratory functional defects [4]. Interestingly, the Cav2 deficient mouse, a protein thought of as the structural partner for Cav1 [35] exhibits a similar pulmonary phenotype as does the Cav1 deficient animal, but it shows no loss of caveolar structure [5]. With this context in mind, we examined, for the first time, the pulmonary phenotype of the Cavin1 knockout mouse and showed that Cavin1 is critical for regulating lung homeostasis and that its deficiency leads to altered structure and function of the lung. Most notable among these changes were physiological (e.g. increased elastance) and biochemical alterations (e.g. increased extracellular matrix) as well as marked hypercellularity. While collectively these pathological findings complement those described for lungs of Cav1 and Cav2−/− mice, unique to this investigation was the observation that leukocytes rather than structural cells contributed to lung hypercellularity [3]–[5].

In previous reports, hypercellularity in lungs of Cav1−/− mice was attributed to increases in Flk1+ “endothelial progenitors” [4]. Interestingly, upon detailed review of these publications, Flk1+ cells were noted to possess morphological characteristics atypical for endothelial cells (e.g. small and round) and found to reside in locations similar to the CD45+ cells in our study [4]. These findings, along with reports demonstrating low-level expression of Flk1 on macrophages, support the notion that at least a subset of “endothelial progenitors” may in fact be immune cells [36]–[38].

Detailed characterization of lung leukocytes in Cavin1−/− mice found that increased cellularity was largely attributable to macrophage infiltration, an event that has also been reported in adipose tissue of mice lacking caveolae [39]. However, along with changes in cell numbers, we also found that Cavin1 deficiency led to a significantly altered lung macrophage phenotype. This was most evident when comparing cell size during flow cytometry analysis, but other qualitative changes were readily apparent during gene expression profiling.

Despite identifying significant changes in macrophage gene expression, we found that macrophage expression profiles did not fit into classic M1 or M2 paradigms [33]. These findings are in contrast to a recent study showing up-regulation of M2-related genes in adipose-tissue derived macrophages from Cav1−/− mice [39]. These differences between studies are multi-factorial and likely relate to tissue, macrophage and structural protein related factors. Another notable finding from our microarray analysis was the observation that genes associated with repair and remodeling were down-regulated in macrophages from Cavin1−/− mice. Given that extracellular matrix deposition appeared to be increased in the lungs of Cavin1−/− mice, we speculate that down-regulation of these genes may be an adaptive response to the already remodeled architecture in lungs these mice. Moreover, these findings suggest that macrophages do not significantly contribute to baseline fibrosis in these mice.

The mechanisms leading to lung macrophage accumulation in Cavin1−/− mice cannot as yet be defined precisely. However, increased numbers of macrophages in the distal airspaces of Cavin1−/− mice indicated that cells were unlikely to be simply trapped in the thickened interstitium of the lung. Additionally, normal circulating numbers of mononuclear cells illustrated that systemic alterations in hematopoiesis were unlikely to have contributed significantly. Findings to suggest macrophage accumulation in Cavin1−/− mice was due to increased cellular recruitment were based on increased levels of macrophage chemotactic factors CCL2 and CX3CL1 in BAL fluid from Cavin1−/− mice. However, because increases in these chemokines were quite modest, it seems unlikely that this mechanism entirely explains the macrophage accumulation in lungs Cavin1−/− mice. With this in mind, we speculate that impaired egress could also play a role [40], [41] since leukocytes utilize caveolae on endothelial cell surfaces to enter and to exit tissues [42].

While numerous reports describe a role for caveolae in suppressing cell proliferation [3], [43], [44], the findings in our study (i.e. absence of PNCA labeling and down-regulation of cell cycle related genes) indicate that increased proliferation was not a major contributor to macrophage accumulation in Cavin1−/− mice. Although absence of proliferation was unexpected from Cavin1 deficiency, these findings are, however, consistent with published studies on macrophages, which indicate these cells do not proliferate in the lung under basal, non-stressed conditions [22].

Another important finding in this study was the observation that transcript and protein levels for GM-CSF were markedly decreased in lungs from Cavin1−/− mice. GM-CSF is a 23 kD glycoprotein that functions to promote monocyte growth and differentiation but acts in lung to regulate not only macrophage number and phenotype but also various critical functions such as surfactant phospholipid catabolism and the clearance of pathogens from the lung. [45]–[47] Although our study did not go on to evaluate whether GM-CSF replacement therapy restores macrophage number and phenotype in lungs from Cavin1−/− mice, or for that matter in adipose tissue, we speculate that its deficiency is likely to play a mechanistic role in these findings.

Finally, while the focus of this paper was to investigate cavin1’s role in the lung, it is worth emphasizing that alterations in macrophage homeostasis were not restricted to this tissue. The reasons for the selective increase in macrophages in lung and adipose tissue are not obvious, but it seems logical to assume that characteristics shared by these organs may explain the abnormal macrophage accumulation in these tissues. Notably, one feature shared by the lung and adipose tissue is their role in regulating lipid regulation. Adipose tissue stores and releases lipids in response to metabolic cues and lipid biosynthesis and clearance are critical for maintaining the functional characteristics of the lung’s surface lining fluid. Thus, we postulate, that altered lipid metabolism may be a factor promoting macrophage accumulation in lung and adipose tissue; a hypothesis supported by decreased GM-CSF levels in lungs from Cavin1−/− mice [45]–[47].

In conclusion, this study is the first to describe a role for Cavin1 in the lung. Our findings indicate that targeted deletion of Cavin1 leads to a complex lung phenotype that includes alterations in respiratory function as well as changes to lung macrophage number and phenotype. We believe these findings expand our understanding of the lung and implicate caveolar structural proteins in the regulation of lung macrophage homeostasis.

## Supporting Information

Table S1 **Gene sets with significant enrichment in genes whose expression is altered in Cavin 1−/− macrophages.** Gene Set Enrichment Analysis (GSEA) was performed on 1,625 gene sets from Gene Ontology, KEGG, Reactome, and Biocarta, and 14 of these gene sets were found to be significantly enriched (FDR q <0.05) among genes whose expression was up- or down-regulated in Cavin 1−/− versus wild-type macrophages.

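Subunits of the vacuolar H+-ATPase, the pump that acidifies lysosomes, were lower in Cavin1−/− macrophages, with 9 of 19 lower and none higher. Atp6v1c1 fell from 8.90 ± 0.08 (SD, n = 3) to 8.45 ± 0.07 (SD, n = 4), a difference of −0.45 (SE 0.06, limma p = 2.0e-04, exact permutation p = 0.029). Of 69 lysosomal genes, 9 were lower and 2 higher, and the protease Ctsk fell by 0.68 (SE 0.13) and the membrane protein Cd63 by 0.51 (SE 0.11). Among the lower genes, Atp6v0a1 of the vacuolar ATPase and Naglu of the lysosomal genes are the measured genes next to Cavin1 on one side. An effect of the targeted allele on them cannot be told apart. Of 28 aldehyde and oxo-group dehydrogenases, 5 were lower and none higher, among them Aldh3a1, −0.84 (SE 0.10), and Pdhb, a subunit of pyruvate dehydrogenase, −0.39 (SE 0.10). Among genes that charge transfer RNAs, 3 of 23 cytosolic and 2 of 17 mitochondrial ones were lower and none was higher, with Gars, the glycine enzyme, at −0.80 (SE 0.14) and Tars2, the mitochondrial threonine enzyme, at −0.39 (SE 0.10). Of 56 genes of respiratory complexes I to IV, 4 were higher, with Ndufa7 of complex I at 0.31 (SE 0.11), and Sdhb of complex II was lower, at −0.14 (SE 0.05). None of 11 ATP synthase genes passed the test.
Table S1 lists sets of several collections, of which only Reactome was at hand in another release, so lists were written for the other terms. The NES was −2.45 for the vacuolar ATPase (adjusted p = 1.9e-06), −2.12 for lysosomal genes (adjusted p = 2.9e-05), −2.37 for the dehydrogenases (adjusted p = 2.9e-05), −2.16 for cytosolic tRNA synthetases (adjusted p = 3.3e-04), −1.48 for mitochondrial ones (adjusted p = 0.096), 2.04 for complexes I to IV (adjusted p = 2.3e-04) and 1.75 for ATP synthase (adjusted p = 0.024). With an estimated correlation the adjusted p was 0.25 for the vacuolar ATPase, the dehydrogenases and the cytosolic synthetases, 0.31 for lysosomal genes, 0.47 for complexes I to IV and 0.36 for ATP synthase. The Reactome set of respiratory electron transport had an NES of 2.13 (61 genes, 5 higher and 1 lower, adjusted p = 8.4e-04, and adjusted p = 0.99 with an estimated correlation). None of these genes passed when adjusted over all genes, and when adjusted over the list alone 4 dehydrogenases, 1 vacuolar ATPase subunit and 1 cytosolic synthetase passed, all lower. The call ended without wild-type replicate 1 for lysosomal genes (adjusted p = 0.31), without wild-type replicate 2 for complexes I to IV (adjusted p = 0.47) and for the Reactome set (adjusted p = 0.43). It ended without Cavin1−/− replicate 3 for the Reactome set (adjusted p = 0.060) and ATP synthase (adjusted p = 0.077), without Cavin1−/− replicate 2 for ATP synthase (adjusted p = 0.071), and when genes were ranked by fold change for the vacuolar ATPase (adjusted p = 0.052) and ATP synthase (adjusted p = 0.24). With the expression trend removed it ended for complexes I to IV (adjusted p = 0.29), the Reactome set (adjusted p = 0.33) and ATP synthase (adjusted p = 0.22). ATP synthase also did not pass after a second quantile normalization (adjusted p = 0.37) or with only expressed genes (adjusted p = 0.084). Mitochondrial tRNA synthetases passed without wild-type replicate 2 (adjusted p = 0.035) or Cavin1−/− replicate 3 (adjusted p = 0.013). With the type II covariate the NES of complexes I to IV was −1.41 (adjusted p = 0.14), that of the Reactome set −1.33 (adjusted p = 0.25) and that of ATP synthase −0.90 (adjusted p = 0.75), and that of the dehydrogenases was not past the threshold (adjusted p = 0.89). Ndufa7 did not pass without wild-type replicate 2 or 3 or Cavin1−/− replicate 2 or 4, nor Sdhb without wild-type replicate 3.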

(DOCX)

# Supplementary material for: Cavin1; a Regulator of Lung Function and Macrophage Phenotype
**Source:** PLoS One. 2013 Apr 25;8(4):e62045. doi: 10.1371/journal.pone.0062045
**Supplement:** Table S1 — Gene sets with significant enrichment in genes whose expression is altered in Cavin 1−/− macrophages. Gene Set Enrichment Analysis (GSEA) was performed on 1,625 gene sets from Gene Ontology, KEGG, Reactome, and Biocarta, and 14 of these gene sets were found to be significantly enriched (FDR q <0.05) among genes whose expression was up- or down-regulated in Cavin 1−/− versus wild-type macrophages.

| **Category** | **Gene set** | **Number of genes** | **Enrichment Score (ES)** | **Normalized Enrichment Score (NES)** | **Nominal p** | **FDR q** |
| --- | --- | --- | --- | --- | --- | --- |
| Reactome | Electron transport chain | 57 | 0.52 | 2.12 | < 0.001 | 0.033 |
| KEGG | Vibrio cholerae infection | 46 | -0.53 | -1.92 | < 0.001 | 0.044 |
| Reactome | G2-M checkpoints | 41 | -0.53 | -1.92 | < 0.001 | 0.047 |
| Biocarta | MCM pathway | 18 | -0.66 | -1.93 | < 0.001 | 0.044 |
| GO Term | Oxidoreductase activity | 32 | -0.56 | -1.95 | < 0.001 | 0.039 |
| KEGG | Homologous recombination | 27 | -0.59 | -1.96 | < 0.001 | 0.036 |
| Reactome | Cell cycle, mitotic | 289 | -0.39 | -1.97 | < 0.001 | 0.036 |
| KEGG | Lysosome | 116 | -0.46 | -2.00 | < 0.001 | 0.026 |
| Reactome | DNA strand elongation | 30 | -0.60 | -2.01 | < 0.001 | 0.027 |
| Reactome | tRNA aminoacylation | 40 | -0.57 | -2.07 | < 0.001 | 0.011 |
| Reactome | Cytosolic tRNA aminoacylation | 23 | -0.67 | -2.09 | < 0.001 | 0.010 |
| Reactome | Activation of the pre-replicative complex | 29 | -0.63 | -2.12 | < 0.001 | 0.010 |
| GO Term | Oxidoreductase activity acting on the aldehyde or oxo group of donors | 21 | -0.76 | -2.35 | < 0.001 | 0.001 |
| GO Term | Oxidoreductase activity acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor | 15 | -0.84 | -2.36 | < 0.001 | 0.001 |

How the deposited data were processed for this re-analysis (not part of the article)

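Alveolar macrophages were obtained by BAL from female mice 2 months old, 3 wild-type and 4 Cavin1−/−, and each sample was hybridized to 1 Mouse Gene 1.0 ST Array after amplification of 5 ng of total RNA. The paper's text names no sort or gate of these cells and no pooling of mice. The authors computed the deposited values with RMA in the affy package (Bioconductor 2.10.0, R 2.12.0) and the BrainArray Entrez Gene mapping, version 14.0.0. RMA subtracts background, equalizes the distributions of the arrays and summarizes each gene's probes by median polish, and the unit of the values is log2. The values were checked for this unit: they run from 0.41 to 12.7, with array medians of 3.70 to 3.76. Neither the probe intensities nor a normalization other than the authors' was used for the reported values.

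All 21225 genes were kept. Symbols came from the annotation tables for 20768 of them, and 457 had none. Of the genes, 142 held 1 value on all arrays and could not pass a test. The genotypes were compared with limma 3.58.1 in R 4.3.3 (linear model with genotype as the only term, empirical Bayes, two-sided), at an unadjusted p under 0.05, the study's threshold, and after Benjamini-Hochberg adjustment over all genes. A gene counted as expressed when its mean over the 7 arrays was above the median of all values, 3.74, as in the paper's methods, and 10629 genes did. For a single gene or a mean of a list, an exact permutation test over the 35 splits of 7 arrays into 3 and 4 was also run, whose smallest two-sided p is 0.029. SD is the standard deviation between the arrays of a genotype, and SE is limma's moderated standard error of a gene's log2 difference. For the mean difference of a list, SE is that of a linear model over the arrays. For a median over genes, and for red cell against type II genes, SE comes from the spread between genes. It treats genes as independent, so it does not measure the spread between arrays.

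Gene sets were tested with fgsea 1.28.0 (multilevel pre-ranked enrichment, weight 1, 10000 permutations for the first p, random seed 1, data.table 1.17.8) on all genes ranked by the moderated statistic. The 751 mouse Reactome sets with 15 to 500 measured genes stood in for the collections that the paper used, of which only Reactome was available, and in another release. Another 48 lists for pathways, complexes, activation states and cell types were written from textbook knowledge, and the 47 with at least 5 measured genes were tested as a family of their own. The terms of Table S1 were known when some of these lists were written. Each family was also tested with limma's camera, with a preset correlation of 0.01 between genes and with a correlation estimated from the arrays, and with the rotation test fry. Fry tests whether a set's genes move on balance one way and does not compare them with other genes.

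The genes named in the text were taken by a rule: Cavin1, every measured gene that the study names, the 12 largest rises and 12 largest falls among expressed genes with an unadjusted p under 0.05 and no overlap between genotypes, and the 2 to 4 members with the smallest p of each list described. The values in the paper's text and legends were known when the rule was written. In the third part of the rule, 2 genes without a symbol among the rises were passed over.

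The alternatives set beforehand were to fit only expressed genes or only genes above the 75th percentile of mean expression, an intensity trend with robust empirical Bayes, array weights, a second quantile normalization, centring of each array on its median, the replicate number as a block, each array left out in turn and the methods' t-test, which the paper names for comparisons in general, while it used limma's moderated test for the arrays. For the gene sets they were also a ranking by log2 fold change, an unweighted running sum, camera and fry. Alternatives added after the data were seen were the mean of the type II epithelial list as a covariate, removal of a loess trend (span 0.4) of the fold change on mean expression, the ratio of arithmetic means as fold change and the adjusted count above the 75th percentile. Whether replicate numbers pair the arrays across genotypes was checked with the correlation of deviations from the genotype mean. For the 3 same-number pairs it was −0.07, 0.09 and −0.15, so the arrays were treated as unpaired.

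The steps were tested on simulated data in which 200 genes were changed by 0.5, 1 or 2 on the log2 scale. The unadjusted threshold recovered 86.6%, 98.5% and 100% of these and called 5.55% of the unchanged genes, and the adjusted threshold recovered 32.8%, 76.1% and 89.4%. The lysosomal list, shifted by −0.15, had an NES of −2.29, and none of the other 46 lists passed. Of 751 Reactome sets 7 passed, none of which held a shifted lysosomal gene, and they held 1 to 9 of the changed genes each. In 20 more simulations without any changed gene, Reactome sets passed in 2, with at most 4 sets, and lists in 2, with at most 2 lists. The simulated genes varied independently of each other, so these numbers do not cover correlation between genes. The number of arrays limits the precision.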

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

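The tests of Ccr7-expressing dendritic cells, of type II epithelial RNA for either pattern, of the macrophage share and of a trend for the type II genes were chosen only after the results were seen.

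Retnla, Ccl17 and Ccl22 were lower in Cavin1−/− macrophages, as the paper also reports. The dendritic cell list, which holds the 2 chemokines, had an NES of −1.91 (adjusted p = 0.25 with an estimated correlation), a result that the paper does not discuss. Against fewer dendritic cells of any kind, the other 5 expressed markers had a median log2 difference of 0.058 (SE 0.28), which met the bound written beforehand for excluding this explanation, but that reading was changed after the value was seen, because 3 of the 5 (H2-Aa, H2-Ab1 and H2-Eb1) are MHC class II genes at wild-type means of 8.21 to 9.92, which macrophages also express and which would hide a small share, so the explanation cannot be told apart. A candidate explanation for Ccl17 and Ccl22 is fewer Ccr7-expressing dendritic cells, since within genotypes Ccr7 and Fscn1 moved with them (r = 0.960, exact permutation p = 0.0069), while for Retnla r was 0.19 (exact permutation p = 0.62). The paper names no sort that would remove such cells, and the wild-type means of Ccr7 and Fscn1 were 5.55 and 5.39. This relation is not shown to be particular to dendritic cells. Among the Cavin1−/− arrays, Ccl17, Ccl22 and the means of the type II and monocyte lists were all higher in replicates 1 and 4 than in replicates 2 and 3. With the type II covariate Ccl17 differed by 0.30 and Ccl22 by 0.16. Less signaling through IL-4 and STAT6 cannot be told apart either: the other 11 expressed targets had an NES of 1.52 (permutation p = 0.058) and a median of 0.03 (SE 0.20), with Il4ra and Egr2 higher. A change of these genes within macrophages through the loss of Cavin1 stays open and was not tested.

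Cell cycle and replication genes were lower as a set, by a median of −0.04 over the mitotic cell cycle set (adjusted p = 0.99 with an estimated correlation). A trend of the fold change with expression level is argued against as the whole cause, since that set kept an adjusted p = 1.7e-07 after the trend was removed, within a range of 3.8e-08 to 0.99 over all alternatives. Less type II epithelial RNA cannot be told apart, since the type II mean used as covariate has a correlation of −0.88 with genotype. With it the mitotic cell cycle set kept an adjusted p = 9.1e-04, which met the bound for excluding this explanation. In the same fit the markers of cycling cells turned to an NES of 1.80 (adjusted p = 0.019). The calls of the Mcm, Cdc and homologous recombination lists ended (adjusted p = 0.13, 0.587 and 0.596). Their mean differences went from −0.19 (SE 0.07), −0.11 (SE 0.04) and −0.06 (SE 0.04) to −0.30 (SE 0.17), −0.04 (SE 0.07) and −0.02 (SE 0.09), with wider errors. Fewer cycling cells cannot be told apart: their 32 expressed markers had a median of −0.059 (SE 0.040), which barely met the bound written beforehand for excluding this explanation (above −0.1 by more than 1 SE), but that bound was wrong for so small a shift, as the set's own median is no further from 0. This SE comes from the spread between genes, not between arrays. Over arrays, the mean of all 34 measured markers was 5.79, 5.76 and 5.81 in wild-type. It was 6.10, 5.73, 5.51 and 5.56 in Cavin1−/− samples (exact permutation p = 0.83). A slower cell cycle in macrophages that lack Cavin1 stays open and was not tested.

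Type II epithelial genes (NES −2.30) were lower together with genes of type I cells (NES −1.73) and club cells (NES −2.06), with adjusted p = 0.25, 0.29 and 0.26 with an estimated correlation. A candidate explanation is less type II RNA in the lavage of Cavin1−/− mice: within genotypes the 8 genes had a mean pairwise correlation of 0.83, at percentile 100 of 10000 random lists. Co-expressed markers of any kind can exceed random lists, so this correlation does not tell that explanation from the others named here. It rests mostly on the Cavin1−/− arrays, where the list mean had an SD of 0.65, against 0.07 in wild-type. Sftpc, one of the 8, had a wild-type mean of 10.6, and the paper names no sort that would remove such RNA. Of the 8 genes, 7 met the rule for expressed genes in these samples. A trend with expression level is argued against, with adjusted p = 3.2e-08 after its removal, within a range of 1.6e-09 to 0.34 over all alternatives. A lower share of alveolar macrophages in the wild-type lavage cannot be told apart. Red cell genes moved apart from type II genes by 2.49 (SE 0.41), but this cannot decide, since red cells may vary on their own in a lavage. The paper reports more macrophages in BAL fluid of Cavin1−/− mice. Lists of dendritic cells (NES −1.91) and monocytes (NES −2.20) were also lower, and alveolar macrophage identity was higher (NES 1.99). Those of T cells (NES 0.98), NK cells (NES 0.96) and neutrophils (NES 1.22) were not lower. In whole lung, which is another kind of sample, the paper reports no significant difference in transcripts of surfactant protein C or of the club cell marker (Fig. 3A), while a change in epithelial cells shed into the lavage, or in type II transcripts taken up by macrophages, stays open and was not tested on these arrays.

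Among the Cavin1−/− arrays, the only ones examined, single arrays stood apart from the other 3 for 11 of 135 genes. Chance gives about 6.75 for values without ties. On Cavin1−/− replicate 3 these were low values of Ccl2 (3.28), Mcm2 (5.64), Cdc6 (3.89), Orc1 (2.43), Aldh3a1 (3.24) and Nars2 (3.60). On Cavin1−/− replicate 4 they were low values of Cdc25b (5.60), Cdc37 (7.83) and Rfc4 (4.74). The other 3 values of Cdc25b were tied at 5.617, so its value of 5.603 stood apart by very little. Those of Nars2 were also tied, at 3.823. High values were those of Ifit2 on Cavin1−/− replicate 2 (2.02) and Pax5 on Cavin1−/− replicate 1 (3.35). Of these genes Ccl2, Orc1, Ifit2 and Pax5 were not expressed by the study's rule.

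Other lists that the paper does not discuss passed with fgsea, and none of them passed with an estimated correlation (adjusted p = 0.25 to 0.51). The NES was 1.99 for alveolar macrophage identity, 1.75 for ATP synthase and 1.70 for B cells. It was −2.20 for monocytes and interstitial macrophages, −2.21 for interferon-stimulated genes, −1.89 for matrix proteases and −1.92 for NRF2 targets.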

How the results depend on the processing

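The type II covariate, the removed trend, the adjusted count above the 75th percentile and the splits of expressed genes, of Table S1 terms and of the fixed lists were chosen after the data were seen. With each array left out, 1051 to 1627 genes passed the unadjusted threshold, and over all settings but 1 the number was 941 to 1627. The exception was the fit of genes above the 75th percentile, with 602 of fewer genes tested, where 2 genes (Plxdc1 and Lrg1, adjusted p = 0.025 each) passed adjustment, as none did in any other setting. With the replicate block 1265 genes passed, 722 of them among the 1393. Signal near background limits the genes below the median of all values.

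The number of Reactome sets, 34, was 22 with only expressed genes (fewer genes tested), 57 with array weights, 22 with the replicate block, 13 when ranked by fold change, 9 in camera with its preset correlation, 0 in camera with an estimated correlation and 0 in fry, and 13 to 99 with each array left out. The 5 tested terms of Table S1 fell to 2 when ranked by fold change and 0 in camera with an estimated correlation and in fry, and numbered 3 to 5 with each array left out. Of 47 lists 21 passed, 7 with the type II covariate, 0 in camera with an estimated correlation (smallest adjusted p = 0.25) and 0 in fry (smallest adjusted p = 0.14), and 17 to 25 with each array left out. Apart from fewer genes tested, the cause was not tested.

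With the type II covariate, which has a correlation of −0.88 with genotype, 17 of 85 called genes and 8 of 26 called sets kept their call. Some results changed direction. The log2 difference became 0.30 for Ccl17, 0.16 for Ccl22, 0.055 for Cdc14a, 1.21 for Rfc5 (not called before), 0.21 for S100g, 0.26 for Me1, 0.70 for Scd1, 0.71 for Msln, 0.067 for Chad, −0.055 for Krt79, 0.17 for Itgam, 0.41 for C1qc, 0.00077 for Ager, 0.078 for Aqp5 and 0.53 for Cyp2f2. The adjusted p became 0.247 for respiratory electron transport, 0.142 for alveolar macrophage identity, type I cells and complexes I to IV, 0.749 for ATP synthase and dendritic cells, 0.342 for type II cells (whose own mean is the covariate), 0.686 for club cells, 0.462 for M1 markers, 0.892 for matrix proteases, 0.596 for monocytes and 0.0189 for markers of cycling cells. For B cells it was 0.125 to 0.644 with each array left out, with a change of direction without wild-type replicate 1. Other sign changes, 91 in number, were of genes and sets without a call, 26 of them with this covariate. The cause was not tested.

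Over the 35 splits of the arrays into 3 and 4, chance could not be excluded for any of the 5 counts above 0. As many genes passed the unadjusted threshold in 3 splits (1393 in the real one, at most 1519 in another, which set the 3 wild-type arrays with Cavin1−/− replicate 1 against the other 3). For expressed genes it was 2 splits (1060, at most 1183), for Reactome sets 20 (34, at most 259), for terms of Table S1 4 (5, at most 5) and for the lists 2 (21, at most 21). For the genes past adjustment (0, at most 1) the comparison says nothing, since all 35 splits give at least 0.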

Differences from the paper's values

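The paper reports 7 Reactome sets in Table S1 at a corrected p under 0.05, and 34 passed here, with another release of the sets and another correction family. Of the alternatives set before the data were examined, only camera with its preset correlation, with 9 sets, came within 1.5 times the paper's number, and all others did not. The paper's 1393 genes match the number found here, and its folds of Retnla, Ccl17 and Ccl22 match the ratios of arithmetic means, −7.08, −1.95 and −1.94, a scale chosen after the values were seen, rather than −5.52, −2.21 and −1.98 from the log2 means. The fold of Retnla depended on single arrays, from −4.08 without wild-type replicate 1 to −10.2 without Cavin1−/− replicate 2.

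Among M1 markers 17 of 19 and among M2 markers 16 of 21 did not pass the test. The paper states, in data not shown, that such transcripts were low or not significantly changed. It does not list its markers, which may differ from those used here. Here Cd86 (−0.50) and Irf5 (−0.28) were lower and Il4ra (0.53) and Il1rn (0.23) higher, all 4 expressed. None of these 4 passed when adjusted over all genes. Retnla, Ccl17 and Ccl22 of the M2 list were lower here, as the paper also reports.

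The paper reports a lower GM-CSF transcript, in data not shown, and mentions the microarray analysis beside it without saying that Csf2 was lower on the arrays. Its methods measured that transcript in homogenized lungs, while the arrays hold BAL macrophages, in which Csf2 differed by −0.12 (exact permutation p = 0.43) and was not expressed by the study's rule.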

Other observations

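The test of the genes next to Cavin1 was chosen only after their values were seen.

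Genes of monocytes and interstitial macrophages were lower in Cavin1−/− samples, 4 of 15, with none higher, and genes of alveolar macrophage identity were higher, 6 of 24, with 1 lower. The list mean differed by −0.37 for monocytes (exact permutation p = 0.057). For alveolar macrophage identity it differed by 0.07 (exact permutation p = 0.40), with Cavin1−/− replicate 1 below every wild-type array. Ms4a7, a membrane protein of tissue macrophages, fell from 6.59 ± 0.33 (SD, n = 3) to 5.67 ± 0.24 (SD, n = 4), a difference of −0.93 (SE 0.19), and C1qc, a complement chain, differed by −1.02 (SE 0.37). Krt79, a keratin, rose by 0.40 (SE 0.12) and the tetraspanin Cd9 by 0.19 (SE 0.06). Of the 7 fits that left out an array, C1qc passed in 4 and Cd9 in 5, while Ms4a7 and Krt79 passed in all. Of 29 interferon-stimulated genes 7 were lower and none higher, with Ifit3 at −1.44 (SE 0.40), Oasl2 at −0.26 (SE 0.07) and Ifit2, which was not expressed by the study's rule, at −0.89 (SE 0.17). Of 14 NRF2 targets 4 were lower, among them Txnrd1, a thioredoxin reductase, −0.36 (SE 0.10), and G6pdx, the first enzyme of the pentose phosphate pathway, −0.19 (SE 0.06). Of 22 matrix proteases and related proteins 2 were lower, Thbs1 (−0.48, SE 0.09, not expressed by that rule) and Mmp12, the macrophage elastase (−0.28, SE 0.09).

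Of 7 type I genes 2 were lower, Ager, a receptor of flat alveolar cells (−1.14, SE 0.26), and the water channel Aqp5 (−0.88, SE 0.30). Of the 7 fits that left out an array, Ager passed in all and Aqp5 in 4. Of 7 club cell genes 3 were lower, among them Scgb1a1, the secretory protein CC10, which fell from 11.0 ± 0.05 to 10.4 ± 0.35. Of 14 dendritic cell genes 2, Ccl17 and Ccl22, were lower. No B cell gene of 7 passed or was expressed.

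These lists passed with fgsea, at adjusted p = 1.4e-04 for monocytes and for interferon-stimulated genes, 0.0016 for alveolar macrophage identity, 0.0057 for NRF2 targets, 0.0051 for matrix proteases, 0.025 for type I cells and for B cells, 2.0e-04 for club cells and 0.0059 for dendritic cells. With an estimated correlation the adjusted p was 0.25 for monocytes, interferon-stimulated genes, matrix proteases and dendritic cells, 0.40 for alveolar macrophage identity, 0.29 for NRF2 targets and type I cells, 0.26 for club cells and 0.51 for B cells. None of these genes passed when adjusted over all genes, and when adjusted over the list alone 1 passed for each of monocytes, interferon-stimulated genes, matrix proteases and type I cells, all lower, and none for the other lists. The call ended for matrix proteases without wild-type replicate 1 (adjusted p = 0.066), wild-type replicate 2 (adjusted p = 0.12) or Cavin1−/− replicate 3 (adjusted p = 0.088), for type I cells without wild-type replicate 2 (adjusted p = 0.26) or Cavin1−/− replicate 2 (adjusted p = 0.054), and for alveolar macrophage identity when genes were ranked by fold change (adjusted p = 0.26), with the expression trend removed (adjusted p = 0.11) or with the replicate block (adjusted p = 0.14). With the replicate block it also ended for type I cells (adjusted p = 0.060). B cells did not pass after a second quantile normalization, with each array centred on its median, with the replicate block, ranked by fold change or with an unweighted running sum (adjusted p = 0.097 to 0.43). With the type II covariate none of these 9 lists passed (adjusted p = 0.14 to 0.91).

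Of 24 chemokines 2 were lower, Ccl17 and Ccl22, and Cxcl14 was higher by 0.59 (SE 0.24), a gene named after its value was seen. Ccl2, which was not expressed, differed by −0.23 (SE 0.14), Cx3cl1 by −0.11 (SE 0.07) and Cxcl2 by 0.15 (SE 0.41), and none of these passed. The list had an NES of −1.27 (adjusted p = 0.21) and passed without Cavin1−/− replicate 4 (adjusted p = 0.018) and with the replicate block (adjusted p = 0.0498).

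The lists below did not pass as processed here, though some did under alternatives. The NES was 0.96 for IL-4 and STAT6 targets, −1.25 for lipid handling, −1.61 for sterol synthesis (adjusted p = 0.050, just above the threshold), 1.45 for MHC class II presentation, 1.09 for immediate early genes, −0.85 for glycolysis, −1.48 for ATF4 targets, 0.82 for ER chaperones, 1.48 for ribosomal proteins and −1.45 for the proteasome. Sterol synthesis passed in 12 of 20 alternatives (adjusted p = 4.8e-04 to 0.042), the smallest with the replicate block, and had adjusted p = 0.47 with an estimated correlation, 0.91 without wild-type replicate 1 and 0.89 with the type II covariate, where its NES was 0.75. Of its 21 genes 3 were lower and none higher. Ribosomal proteins passed in 5 of 20: with an unweighted running sum (adjusted p = 0.0031), without wild-type replicate 1 (adjusted p = 0.0094) or Cavin1−/− replicate 4 (adjusted p = 0.039), with the replicate block (adjusted p = 0.018) and in camera with its preset correlation (adjusted p = 0.040). MHC class II presentation passed in 3, without Cavin1−/− replicate 4 (adjusted p = 4.7e-04), with the replicate block (adjusted p = 0.0038) and after a second quantile normalization (adjusted p = 0.049). The proteasome passed in 3, without wild-type replicate 2 (adjusted p = 0.0039) or 3 (adjusted p = 0.0012) and with the expression trend removed (adjusted p = 0.012). ATF4 targets passed in 2, without Cavin1−/− replicate 4 (adjusted p = 0.039) and ranked by fold change (adjusted p = 0.034). None of these 5 lists passed with an estimated correlation (adjusted p = 0.40 to 0.51). For cell types the NES was 0.98 for T cells, 0.96 for NK cells, 1.22 for neutrophils, 1.17 for eosinophils and mast cells, −1.24 for ciliated cells, −0.68 for endothelial cells and −1.49 for fibroblasts. Of these only T cells passed under an alternative, with the type II covariate (NES 2.02, adjusted p = 0.0045).

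Naglu and Atp6v0a1, the measured genes next to Cavin1 on one side, were lower, at −0.42 (SE 0.10) and −0.34 (SE 0.11). An effect of the targeted allele on its neighbours may account for this, as a hypothesis. Of the 20 nearest measured genes 3 passed (these and Hcrt, 0.18, SE 0.07), where 6.55% of all other genes did (Fisher's exact p = 0.140), so the explanation cannot be told apart from the spread of changes over the genome. The value depends on the window, each chosen after the values were seen: Fisher's exact p = 0.024 for the nearest 4 and for the nearest 10 genes, 0.069 for the nearest 24, which add Nkiras2 (−0.49, SE 0.19), and 0.27 for the nearest 40.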
